# Accelerated aging induced by deficiency of Zmpste24 protects old mice to develop bleomycin-induced pulmonary fibrosis

**DOI:** 10.18632/aging.101679

**Published:** 2018-12-10

**Authors:** Jazmín Calyeca, Yalbi I. Balderas-Martínez, Raúl Olmos, Rogelio Jasso, Vilma Maldonado, Quetzali Rivera, Moisés Selman, Annie Pardo

**Keywords:** pulmonary fibrosis, aging, microRNAs

## Abstract

Idiopathic pulmonary fibrosis is a devastating aging-associated disease of unknown etiology. Despite that aging is a major risk factor, the mechanisms linking aging with this disease are uncertain, and experimental models to explore them in lung fibrosis are scanty. We examined the fibrotic response to bleomycin-induced lung injury in *Zmpste24-deficient* mice, which exhibit nuclear lamina defects developing accelerated aging. We found that young WT and *Zmpste24(-/-)* mice developed a similar fibrotic response to bleomycin. Unexpectedly, while old WT mice developed severe lung fibrosis, accelerated aged *Zmpste24-/-* mice were protected showing scant lung damage. To investigate possible mechanisms associated with this resistance to fibrosis, we compared the transcriptome signature of the lungs and found that *Zmpste24*(-/-) mice showed downregulation of several core and associated matrisome genes compared with WT mice. Interestingly, some microRNAs that target extracellular matrix molecules such as miR23a, miR27a, miR29a, miR29b-1, miR145a, and miR491 were dysregulated resulting in downregulation of profibrotic pathways such as TGF-β/SMAD3/NF-κB and Wnt3a/β-catenin signaling axis. These results indicate that the absence of *Zmpste24* in aging mice results in impaired lung fibrotic response after injury, which is likely associated to the dysregulation of fibrosis-related miRNAs.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a progressive and lethal lung disease of unknown etiology and limited therapeutic options [1–3]. Although the pathogenic mechanisms are uncertain, most evidence indicates that IPF results from the hyperactivation of the respiratory epithelium, which secretes a variety of mediators that induce the migration, proliferation, and activation of fibroblasts with the subsequent destruction of the lung parenchyma [2–5]. The median age at diagnosis is ~65 years, and the incidence increases markedly with age, supporting the notion that aging is a driving force for the development of the disease [1–3].

Aging is characterized by exhaustion of stem cell reservoirs, alterations in proteostasis, increased accumulation of damaged DNA, telomere shortening and mitochondrial dysfunction [6]. Excessive dysfunction of most of these aging-associated mechanisms has been identified in IPF [6,7].

However, most biomedical research regarding the pathogenesis of IPF has been performed in mice 6-8 weeks old and studies on naturally aged, wild-type mice are scanty [8]. The main problem lies in the significant practical difficulties associated with the generation of aged mice, including time and cost. The few studies assessing experimental models in older mice have revealed that aging increases the fibrotic lung response to bleomycin-instillation or herpes virus damage [9,10]. However, in another study, it was found that the severity of fibrosis was not different between young and old mice although aged mice demonstrated an impaired capacity to resolve fibrosis [11].

There is growing interest to identify experimental models of accelerated aging. In this context, the senescence-accelerated mouse (SAM), or the genetically modified telomerase deficient mice have been used to study the effect of aging on the development of pulmonary fibrosis [12,13].

Recently, it was shown that *Zmpste24* deficient mice displayed accelerated aging. Zmpste24 is a zinc metalloproteinase responsible for the final cleavage step of nuclear envelop prelamin A, a critical step in its maturation process. Accumulation of immature lamin A is highly toxic to the cell and produce DNA damage, chromatin remodeling and early senescence [14].

*Zmpste24*-deficient mice appear healthy until ~4 weeks, and are indistinguishable from their heterozygous or wildtype littermates. After eight weeks of age, homozygous null mice progressively show a premature aging phenotype including severe growth retardation, hair loss, osteoporosis, dilated cardiomyopathy, muscular dystrophy, lipodystrophy, and their lifespan is shortened to 4-6 months [14,15].

To clarify the role of aging in the development of lung fibrosis and unveiling whether *Zmpste24* deficient mice could be an appropriate aging-model for this purpose, we examined their fibrotic response to bleomycin-induced lung damage.

Unexpectedly, we found that old but not young *Zmpste24* deficient mice seem to be protected to the development of bleomycin-induced lung fibrosis finding that was related to an upregulation of the microRNAs miR23a, miR27a, miR29a, and miR145a. These findings suggest that accelerated aging induced by the absence of *Zmpste24*, result in attenuated fibrotic response and the overexpression of miRNAs that target extracellular matrix related mRNAs.

## RESULTS

### Baseline lung transcriptome in physiological and accelerated aging

In order to know if there are differences in gene expression between the physiological and accelerated aging process induced by *Zmpste24* deficiency, we performed a global gene expression analysis in lungs from young (4 weeks) and old (82 weeks) WT, and young (4 weeks) and old (16 weeks) *Zmpste24* deficient mice [14]. 

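Lung RNA was hybridized to Affymetrix Mouse Gene 2.0 ST arrays, with 3 arrays in each of 10 groups. The deposited values are on the log2 scale, and 22180 genes with a probe set of their own were tested. Array medians ran from 5.95 to 6.19. The p-values measure the spread between the arrays of a group, and the number of arrays limits the precision of every fold change. Adjusted p-values come from limma over all genes and, for gene lists, from camera over 47 lists fixed before the data were examined.
The old and young WT saline lungs lie in the same array set, set 2. Old Zmpste24 deficient saline lungs lie in set 1, and young Zmpste24 deficient saline lungs fill 6 arrays, 3 in each set. The paper gives 3 mice per group and no reason for leaving 3 of these arrays out. Set 1 replicates 2 and 3 correlated best with set 2 replicates 3 and 1 (r = 0.983 for each). Whether a lung was hybridized in both sets is not given, so the 6 arrays may hold fewer than 6 mice. The log fold changes of Supplementary Table 2 were matched by the 3 young arrays of set 1, with r = 0.904 across 67 symbols and a median absolute difference of 0.0274. That difference was 0.118 with all 6 young arrays and 0.269 with the 3 of set 2. The comparison within set 1, chosen before any value was seen because it does not cross the sets, is given first. The sample labels give 7 weeks for the young mice, and the methods give start ages of 4, 13 and 79 weeks and, in another place, write the old ages in months. A further 6 WT arrays of set 1 carry an age of 16 weeks, a title calling them young and a description calling them old. The paper names no such group. Their saline replicates 1 and 3 correlated best with young WT saline replicates 2 and 3 of set 2 (r = 0.986 and 0.987). Saline replicate 2 did so less closely with replicate 1 (0.98). Whether some are repeat arrays of the same lungs is not given, so the age of 16 weeks is in doubt.
Zmpste24 RNA itself lay between 7.93 and 8.68 (log2, median 8.46) in the 15 WT arrays and between 5.29 and 7.93 (median 5.9) in the 15 arrays labelled Zmpste24 deficient. Of these, 3 young saline arrays lay near the WT level. The array labelled young Zmpste24 deficient, set 1, replicate 2 stood at 7.55, and the arrays labelled set 2, replicates 2 and 3 stood at 7.60 and 7.93. The paper genotyped the mice from tail DNA. Where the probes lie in relation to the deleted part of the gene is not given in the sources used here. The same 3 arrays held Ucp1, the uncoupling protein of brown fat, at 8.78, 8.72 and 9.13, against 5.46 to 6.01 in the other young Zmpste24 deficient saline arrays. They also held Xist, the RNA of the inactive X chromosome in females, at 10.29, 9.64 and 10.08, against 4.16 to 4.19 in the rest of the 6. Eif2s3y, a Y-linked gene, stood at 3.98, 5.66 and 3.96 in these 3 arrays and at 8.27 to 8.94 in the rest. Set 2 replicate 2 may thus hold mixed RNA, which was not tested. Krt4, a keratin of squamous epithelium, stood at 11.4 to 11.82 in 5 of the 6 young saline arrays and at 6.22 in set 1 replicate 1. Among the old Zmpste24 deficient saline arrays, replicate 3 had a mean correlation of 0.917 with the other arrays, where the rest of the series had 0.959 to 0.973.

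**Figure D1:**
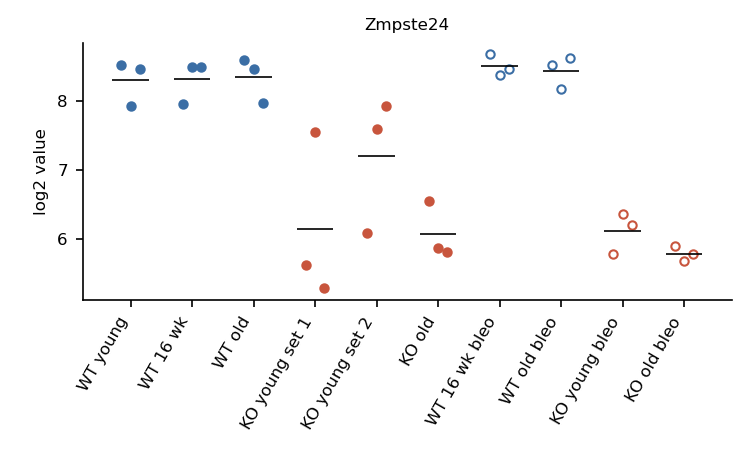
Zmpste24 RNA (log2 value) in each array of the 10 groups, with the group mean as a bar. Blue points are WT and red points Zmpste24 deficient (KO), open points are lungs after bleomycin. The array labelled young KO, set 2, replicate 3 reaches 7.93, the lowest WT value.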

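Old WT lungs held more RNA of macrophages that take up lipid and debris than young WT lungs, and less RNA of airway secretory cells, endothelial cells and heart muscle. Gpnmb, a glycoprotein of lipid-laden macrophages, had a log2 fold change of 3.27 (standard error 0.25, adjusted p = 4.99e-09) over 3 arrays per group. Saa3, an acute-phase protein, rose by 3.24 (standard error 0.68) and Arg1, the arginase of alternatively activated macrophages, rose by 2.77 (standard error 0.35). Hamp, the iron hormone hepcidin, fell by 3.88 (standard error 0.45) and Cyp1a1, a target of the aryl hydrocarbon receptor, fell by 1.72 (standard error 0.23).
Of 19 genes of monocyte-derived and profibrotic macrophages, 17 rose and 0 fell (19 rose when adjusted over the list alone), with a median log2 fold change of 2.03 and a camera adjusted p of 1.12e-34. The call held with an estimated correlation (adjusted p = 0.00547). Msr1, a scavenger receptor, rose by 2.66 (standard error 0.20) and Trem2, a lipid-sensing receptor, rose by 2.36 (standard error 0.20). Of 10 club and goblet cell genes, 6 fell and 0 rose (6 fell when adjusted over the list alone), with a median of -0.79 and a camera adjusted p of 6.9e-06 (adjusted p = 0.0556 with an estimated correlation). Cyp2f2, a club cell cytochrome, fell by 0.86 (standard error 0.15). Of 12 endothelial genes, 7 fell and 1 rose (10 and 1 when adjusted over the list alone), with a camera adjusted p of 6.5e-09 (adjusted p = 0.0675 with an estimated correlation). Kdr, the VEGF receptor, fell by 1.13 (standard error 0.17) and the endothelin receptor Ednrb fell by 1.57 (standard error 0.21). Of 12 cardiac muscle genes, whose RNA comes from tissue attached to the lung or in its veins, 10 fell and 0 rose (11 fell when adjusted over the list alone), with a median of -1.30.
In all, 1802 genes passed an adjusted p of 0.05, 1104 higher and 698 lower in old lungs, and 416 of them also had an absolute log2 fold change above 1 (314 higher and 102 lower). Quantile normalization shifted the balance to 1121 higher and 1102 lower. For 6856 genes, 30.9% of those tested, the arrays of both ages did not overlap, where chance gives 10%. The count was 932 and 1116 without young WT replicate 2 or 3, and 1133, 1053 and 1162 without old WT replicate 1, 2 or 3, and array weights gave 4821. The 3 old arrays lay close together for some genes, with an SD of 0.04 for Saa3 and 0.05 for Gpnmb. In young WT these were 2.04 and 0.59, while for Mmp12 the SD was 0.42 in old and 0.79 in young lungs. The paper names different biological samples, and the values cannot show whether each array is a mouse of its own.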

As shown in the volcano plots, 576 genes were differentially expressed in old WT compared with their young counterpart (Figure 1A). The top 50 upregulated and downregulated genes are presented in Supplementary Table 1. The highest over-expressed gene in old WT lungs compared with young ones was the core Matrisome secreted phosphoprotein-1 (*Spp1* also known as osteopontin). 

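Some matrix glycoproteins and collagens were higher in old WT lungs, and other matrix glycoproteins were lower. Tnc, a glycoprotein of wound matrix, had a log2 fold change of 3.23 (standard error 0.51, adjusted p = 0.000124) in 3 old against 3 young arrays. Tgfbi, an adhesion protein induced by TGF-beta, had a log2 fold change of 1.96 (standard error 0.22, adjusted p = 3.48e-06). In each case every old array lay above every young array.
Of 25 ECM glycoproteins, 6 rose, 3 fell and 16 did not pass, with the same counts when adjusted over the list alone and a camera adjusted p of 0.266. Among those that fell were Igfbp3, which binds insulin-like growth factors, at -1.62 (standard error 0.23), and Ltbp4, which stores latent TGF-beta, at -1.23 (standard error 0.27). Of 20 collagens, 4 rose and 0 fell (5 rose when adjusted over the list alone), with a median of 0.27 and a camera adjusted p of 0.000334. This was lost with an estimated correlation (adjusted p = 0.47). Col8a1, a collagen of vessel walls, rose by 1.21 (standard error 0.20) and Col5a2, which sets the width of collagen fibrils, rose by 1.10 (standard error 0.23). Col1a1, the main chain of type I collagen, had 1.21 (standard error 0.38, adjusted p = 0.0478), and it did not pass when any 1 of the 6 arrays was left out. Of 21 genes of TGF-beta signalling, 2 rose and 3 fell (6 and 4 when adjusted over the list alone), among them the type I receptor Tgfbr1 at 0.80 (standard error 0.14).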

*Tenascin C* and transforming growth factor beta-induced (*Tgf-βi*) genes also belonging to the core Matrisome were highly upregulated. In addition, several matrix metalloproteinases considered as Matrisome-associated genes such as *Mmp8, Mmp12, Mmp13*, and *Timp1* were also upregulated. Some of these findings were validated by qPCR as shown in Figure 1B.

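Proteases that cut elastin and collagen were higher in old than in young WT saline lungs together with their inhibitor Timp1. As the old saline lungs held injury genes at the level of injured lungs, this may not be a change of age alone. Mmp12, the elastase of macrophages, had a log2 fold change of 3.20 (standard error 0.39, adjusted p = 7.67e-06) over 3 arrays per group. The collagenases Mmp13 and Mmp8, the latter made by neutrophils, had 2.00 (standard error 0.27, adjusted p = 2.12e-05) and 2.13 (standard error 0.30, adjusted p = 4.2e-05). Timp1 had 2.63 (standard error 0.40, adjusted p = 9.25e-05).
Of 16 matrix metalloproteinases and inhibitors, 7 rose and 1 fell (9 and 1 when adjusted over the list alone), with a median of 0.54 and a camera adjusted p of 1.48e-06 (adjusted p = 0.0556 with an estimated correlation). Ctsk, a lysosomal collagenase, rose by 1.99 (standard error 0.24), one of 3 genes that rose among 16 of collagen processing and crosslinking, where 1 fell. Of 14 neutrophil genes, 6 rose and 0 fell (10 rose when adjusted over the list alone), with a median of 0.81 and a camera adjusted p of 2.47e-07 (adjusted p = 0.0556 with an estimated correlation). Cd177, a surface protein of neutrophils, rose by 2.48 (standard error 0.23).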

**Figure 1:**
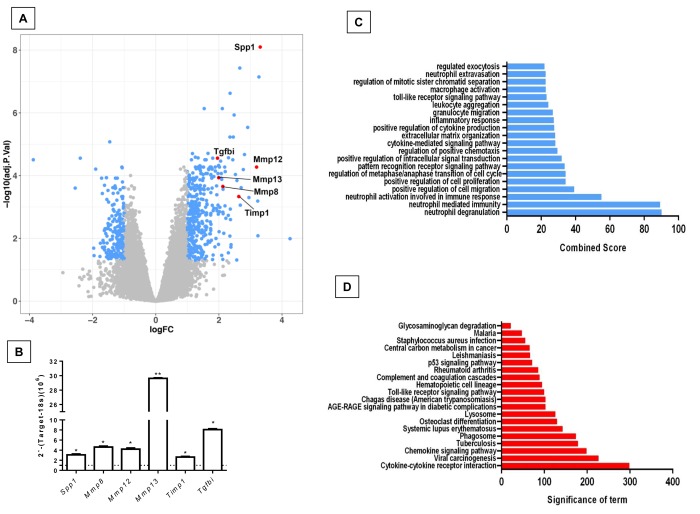
**Differentially expressed genes and pathways in lungs from old compared to young C57/BL6 wild-type mice.** (**A**) Volcano plot of the global gene expression profiling in lungs from old wild type versus young WT mice. Each point represents the difference in expression (log fold-change) between the two groups of mice plotted against the level of statistical significance. Right blue dots represent overexpressed genes, while the left blue dots represent downregulated genes at a significant level of *p< 0.05 and ** p< 0.01. Some Core or associated genes to the Matrisome are plotted in red. (**B**) The expression of these genes was evaluated by quantitative RT-PCR. Bars represent fold-change of old mice over young ones (dotted line). (**C** and **D**) Gene ontology (**C**) and KEGG (**D**) functional analysis of dysregulated genes in old WT mice compared to young littermates. The most significant 20 terms are shown in this figure. Threshold criteria considered for the analysis are log Fold change > 1 or <-1 and p-value < 0.05. KEGG: Kyoto Encyclopedia of Genes and Genomes.

Gene ontology (GO) functional enrichment analysis and KEGG pathways were used for functional analysis of the differentially expressed genes in old and young WT mice. 

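Genes of cell division, of cytokine and interferon responses and of complement were higher in old WT lungs, and markers of lung fibroblasts were lower. Ccl2, which draws monocytes into tissue, rose by a log2 fold change of 2.35 (standard error 0.24) over 3 arrays per group, and the chemokine Ccl9 rose by 2.53 (standard error 0.33). Ccna2 and Cdk1, which drive entry into S phase and mitosis, rose by 1.62 (standard error 0.26) and 1.37 (standard error 0.26).
Of 23 cell cycle genes, 19 rose and 0 fell (23 rose when adjusted over the list alone), with a median of 0.94 and a camera adjusted p of 7.1e-20 (adjusted p = 0.0556 with an estimated correlation). Among 30 chemokines and receptors, 11 rose and 0 fell (15 rose when adjusted over the list alone), with a camera adjusted p of 1.21e-12 that held with an estimated correlation (adjusted p = 0.0422). Of 15 NF-kappaB targets, 5 rose and 0 fell (8 rose when adjusted over the list alone), with a camera adjusted p of 5e-08 that also held (adjusted p = 0.00547). They include the cytokines Il6, at 1.07 (standard error 0.19), and Tnf, at 0.95 (standard error 0.19). Of 23 interferon-induced genes, 11 rose and 0 fell (13 rose when adjusted over the list alone), with a camera adjusted p of 2.79e-10 (adjusted p = 0.0715 with an estimated correlation). Irf7, a master regulator of type I interferon, rose by 1.56 (standard error 0.18). Of 17 complement and acute-phase genes, 8 rose and 0 fell (10 rose when adjusted over the list alone), with a median of 1.07, among them the complement receptor C3ar1 at 2.91 (standard error 0.28). The p53 targets and senescence genes numbered 19, of which 8 rose and 0 fell (9 rose when adjusted over the list alone), with a camera adjusted p of 7.64e-06 (adjusted p = 0.0556 with an estimated correlation). Eda2r, a p53 target, rose by 1.05 (standard error 0.19). Of 14 fibroblast genes, 6 fell and 0 rose (8 fell when adjusted over the list alone), with a camera adjusted p of 2.14e-06 (adjusted p = 0.163 with an estimated correlation). Inmt, a methyltransferase of lung fibroblasts, fell by 1.02 (standard error 0.17).
From the enrichment of GO terms and KEGG pathways among its differentially expressed genes, the paper states that pathways are altered in old mice.

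**Figure D2:**
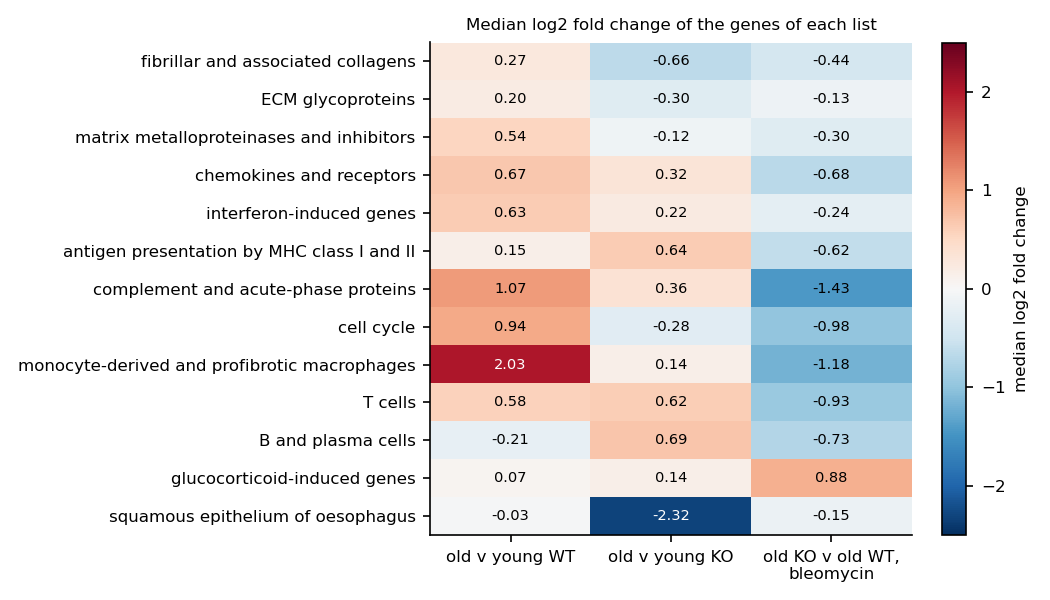
Median log2 fold change over the measured genes of each list (color scale) in old versus young WT lungs, old versus young Zmpste24 deficient (KO) lungs, and old KO versus old WT lungs after bleomycin. The macrophage list has 2.03 in the first column and -1.18 in the third, and the squamous epithelium list has -2.32 in the second.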

As shown in Figure 1C and D, several pathways were altered in old mice including inflammatory response, positive regulation of cell proliferation and migration and extracellular matrix organization.

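Old Zmpste24 deficient lungs held more RNA of antibody-secreting cells and of interferon-induced GTPases than young Zmpste24 deficient lungs, and less RNA of squamous epithelium and skeletal muscle. Jchain, which joins antibodies into polymers, rose by a log2 fold change of 5.56 (standard error 0.57, adjusted p = 5.66e-06) over 3 arrays per group, the young arrays being those of set 1. One of these, the array labelled replicate 2, has Zmpste24 RNA near the WT level. Gbp8, an interferon-induced GTPase, rose by 2.04 (standard error 0.29). Krt4 and Krt13, keratins of squamous epithelium, fell by 4.93 (standard error 0.75) and 3.42 (standard error 0.60), and Myh1, a myosin of fast muscle fibers, fell by 3.05 (standard error 0.59). The call for Myh1 was lost without young replicate 2 (-2.25) or 3 (-2.39). Nrep, a protein of regenerating neurons and of fibroblasts, fell by 1.86 (standard error 0.21).
Of 13 squamous epithelium genes, 11 fell and 0 rose (12 fell when adjusted over the list alone), with a median of -2.32 and a camera adjusted p of 1.42e-19 (adjusted p = 0.0523 with an estimated correlation). Against all 6 young arrays, 12 of the 13 fell, with a median of -2.62. Of 14 skeletal muscle genes, 11 fell and 0 rose (12 fell when adjusted over the list alone), with a median of -1.47, and 7 fell without old replicate 3. The mean of the squamous genes was 5.27, 8.10 and 8.27 in the young replicates 1 to 3 of set 1. Of 12 B and plasma cell genes, 3 rose and 0 fell (9 rose when adjusted over the list alone), with a camera adjusted p of 1.81e-13 that held with an estimated correlation (adjusted p = 0.0442). Against all 6 young arrays 5 of them rose, and against young replicate 1 alone 1 (2 when adjusted over the list alone).
In all, 407 genes passed an adjusted p of 0.05, 134 higher and 273 lower in old lungs, and 148 of them also had an absolute log2 fold change above 1 (46 higher and 102 lower). Quantile normalization gave 292 higher and 303 lower. With all 6 young arrays, which may hold a lung more than once, 1608 genes passed, 232 of them beyond the fold threshold. With the 3 young arrays of set 2, which are not used above, the numbers were 1634 and 313. The arrays did not overlap for 2232 genes, 10.1% of those tested, where chance gives 10%. The replicate numbers as a block gave 88, a fit of only these groups 17 and the squamous gene mean as a covariate, chosen after seeing the data, 7. The count of 407 became 1258, 1350 and 233 without old replicate 1, 2 or 3, the last with 126 higher and 107 lower, and 110 and 150 without young replicate 2 or 3. Against young replicate 1 alone, the array without squamous RNA and a control chosen after seeing the data, 6 genes passed, and Jchain and Nrep were the only genes named above among them.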

The comparison of lungs from young and old *Zmpste24* deficient mice revealed 224 differentially expressed genes (Figure 2A). The top 50 upregulated and downregulated genes are shown in Supplementary Table 2. Several genes involved in the immune and inflammatory response, such as chemokines, chemokine receptors, and T-cell receptors were upregulated. 

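Chemokines that draw T and B lymphocytes, genes that present antigen and a few T-cell genes rose with age in the lungs of Zmpste24 deficient mice. Cxcl9, which draws activated T cells, rose by a log2 fold change of 2.42 (standard error 0.38, adjusted p = 0.000898) and Cxcl13, which draws B cells, rose by 2.53 (standard error 0.46, adjusted p = 0.00298), over 3 arrays per group. The chemokine receptor Cxcr6 rose by 1.06 (standard error 0.16). Nlrc5 and Ciita, the transactivators of MHC class I and class II, rose by 1.12 (standard error 0.19) and 0.93 (standard error 0.17).
Of 30 chemokines and receptors, 5 rose and 0 fell (11 rose when adjusted over the list alone), with a camera adjusted p of 3.81e-09 (adjusted p = 0.0607 with an estimated correlation). Against all 6 young arrays 10 rose. Of 15 genes of antigen presentation, 7 rose and 0 fell (12 rose when adjusted over the list alone), with a median of 0.64 and a camera adjusted p of 3.92e-19 that held with an estimated correlation (adjusted p = 0.024), and against all 6 young arrays 12 rose. Of 11 T-cell genes, 2 rose and 0 fell (8 rose when adjusted over the list alone), with a camera adjusted p of 8.34e-10 (adjusted p = 0.0523 with an estimated correlation), and against all 6 young arrays 6 rose. Lat, an adaptor of T-cell receptor signaling, rose by 0.81 (standard error 0.16) and Il7r, the interleukin-7 receptor, by 1.15 (standard error 0.24). The call for Lat was lost without old replicate 3, and that for Il7r without young replicate 3 or the array labelled young replicate 2, which has Zmpste24 near the WT level. Of 23 interferon-induced genes, 9 rose and 1 fell (10 and 3 when adjusted over the list alone), among them the GTPase Igtp at 1.67 (standard error 0.29), and 5 rose without old replicate 3. Against the young array without squamous RNA, no chemokine or antigen presentation gene passed over all genes, while 5 and 9 rose when adjusted over the list alone. The antigen presentation genes then had a median of 0.59. No T-cell or interferon-induced gene passed against it either (1 and 4 rose when adjusted over the list alone), the T-cell genes having a median of 0.17, and it is the young array with the highest T-cell mean, 7.37.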

As in WT old lungs, *Spp1* was increased. 

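Some collagen genes, elastin and a few proteoglycan genes were lower in old than in young Zmpste24 deficient lungs. Eln, the gene of elastin, had a log2 fold change of -1.66 (standard error 0.38, adjusted p = 0.0183) and Col3a1, a fibril collagen of elastic tissue, had -1.78 (standard error 0.28, adjusted p = 0.000929), over 3 arrays per group with the young arrays of set 1. Against all 6 young arrays the changes were -1.97 and -1.89, and against the 3 of set 2 alone -2.29 and -1.99. Aspn, a small proteoglycan that binds collagen, fell by 2.30 (standard error 0.37), Col6a3 of the beaded collagen VI by 1.23 (standard error 0.25) and Sparc, a collagen-binding glycoprotein, by 0.93 (standard error 0.16).
Of 20 collagens, 7 fell and 0 rose (12 fell when adjusted over the list alone), with a median of -0.66 and a camera adjusted p of 3.08e-10 (adjusted p = 0.13 with an estimated correlation). Against all 6 young arrays 12 fell. Of 25 ECM glycoproteins, 4 fell and 0 rose (10 fell when adjusted over the list alone), with a camera adjusted p of 8.73e-05 (adjusted p = 0.32 with an estimated correlation). Of 12 proteoglycans, 2 fell and 0 rose (3 fell when adjusted over the list alone). With all 6 young arrays as the control 10 glycoproteins and 4 proteoglycans fell. Without old replicate 3, 3 collagens, 2 glycoproteins and 1 proteoglycan fell, and the camera calls held.
The young arrays of set 1 differ in squamous RNA and in these genes. In replicates 1, 2 and 3, Krt13 stood at 5.75, 10.06 and 10.32 (log2), Eln at 10.41, 11.89 and 10.65, and Col3a1 at 9.67, 10.49 and 9.95. Eln did not follow the squamous RNA, since it was highest in the array labelled replicate 2, where Ucp1 is high, and in set 2, where all 3 arrays hold squamous RNA, it stood at 10.96 in replicate 1 and at 11.87 and 11.99 in the arrays labelled replicates 2 and 3, where Ucp1 is high too. The 3 old arrays held Eln at 9.03 to 9.48 and Col3a1 at 7.95 to 8.42, below each of the young arrays. Against replicate 1 alone, the array without squamous RNA, Eln changed by -1.09 and Col3a1 by -1.42 without passing, and 0 of 20 collagens passed (3 at an unadjusted p of 0.05, median -0.28, limma), nor did any glycoprotein or proteoglycan of the lists. The call for Eln was lost without the array labelled young replicate 2, which has Zmpste24 near the WT level (-1.21), and that for Col6a3 likewise (-1.01).

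**Figure D3:**
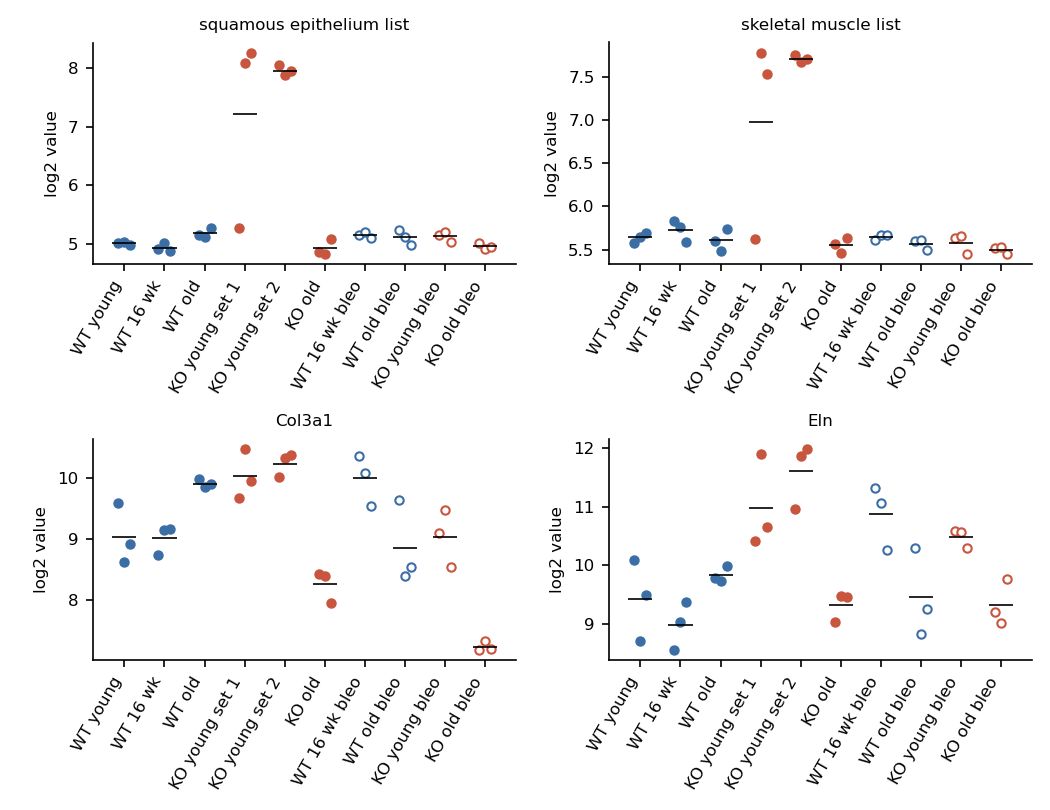
Mean log2 value of the squamous epithelium and skeletal muscle genes, and log2 values of Col3a1 and Eln, in each array of the 10 groups, with the group mean as a bar. Blue points are WT and red points Zmpste24 deficient (KO), open points are lungs after bleomycin. Squamous RNA is high in 5 of the 6 young KO saline arrays, and set 1 replicate 1 stands at 5.27.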

Among the downregulated genes, we found several core Matrisome genes such as elastin (*Eln),* and collagen type 3 alpha-1 (*Col3a1*). These findings were confirmed by qPCR (Figure 2B)*.* Functional analysis by GO and KEGG revealed pathways related to extracellular matrix organization, cell senescence, immune response, as well as several negative regulation pathways such as epithelia and endothelial cell proliferation (Figure 2C and 2D).

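A pair of fibroblast genes fell with age in Zmpste24 deficient lungs and a pair of ciliated cell genes rose, while no gene of senescence, cell division or endothelium passed against the young arrays of set 1. Tcf21, a transcription factor of lung fibroblasts, fell by a log2 fold change of 1.06 (standard error 0.20) and Clec3b, a plasminogen-binding protein, fell by 0.65 (standard error 0.13), over 3 arrays per group. Dnah9, a motor protein of cilia, rose by 0.61 (standard error 0.14, adjusted p = 0.0232), a call lost when any 1 of the young arrays was left out, as was that for Clec3b without young replicate 3 (-0.58).
Of 14 fibroblast genes, 2 fell and 0 rose (7 fell when adjusted over the list alone), with a median of -0.52 and a camera adjusted p of 4.58e-07 (adjusted p = 0.13 with an estimated correlation). Of 8 ciliated cell genes, 2 rose and 0 fell (5 rose when adjusted over the list alone), with a camera adjusted p of 8.48e-07 (adjusted p = 0.0656 with an estimated correlation). Against the young array without squamous RNA no gene of these 2 lists passed (2 fell and 4 rose when adjusted over each list alone). Of 19 p53 targets and senescence genes, 0 passed by limma, and 3 were lower and 0 higher at an unadjusted p of 0.05, with a median of -0.07 and an adjusted p of 0.76 from camera and 0.502 from fry. Of 23 cell cycle genes, 0 passed and 1 was lower at an unadjusted p of 0.05, with a median of -0.28 and a camera adjusted p of 0.0201 (adjusted p = 0.612 with an estimated correlation and 0.36 from fry), lost without old replicate 3. Of 12 endothelial genes, 0 passed and 4 were lower at an unadjusted p of 0.05 (1 fell when adjusted over the list alone), with a camera adjusted p of 0.014 (adjusted p = 0.409 with an estimated correlation and 0.144 from fry). When all 6 young arrays were the control, 6 fibroblast genes fell and 1 ciliated cell gene rose, and 2 p53 and senescence genes, 1 cell cycle gene and 3 endothelial genes fell.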

**Figure 2:**
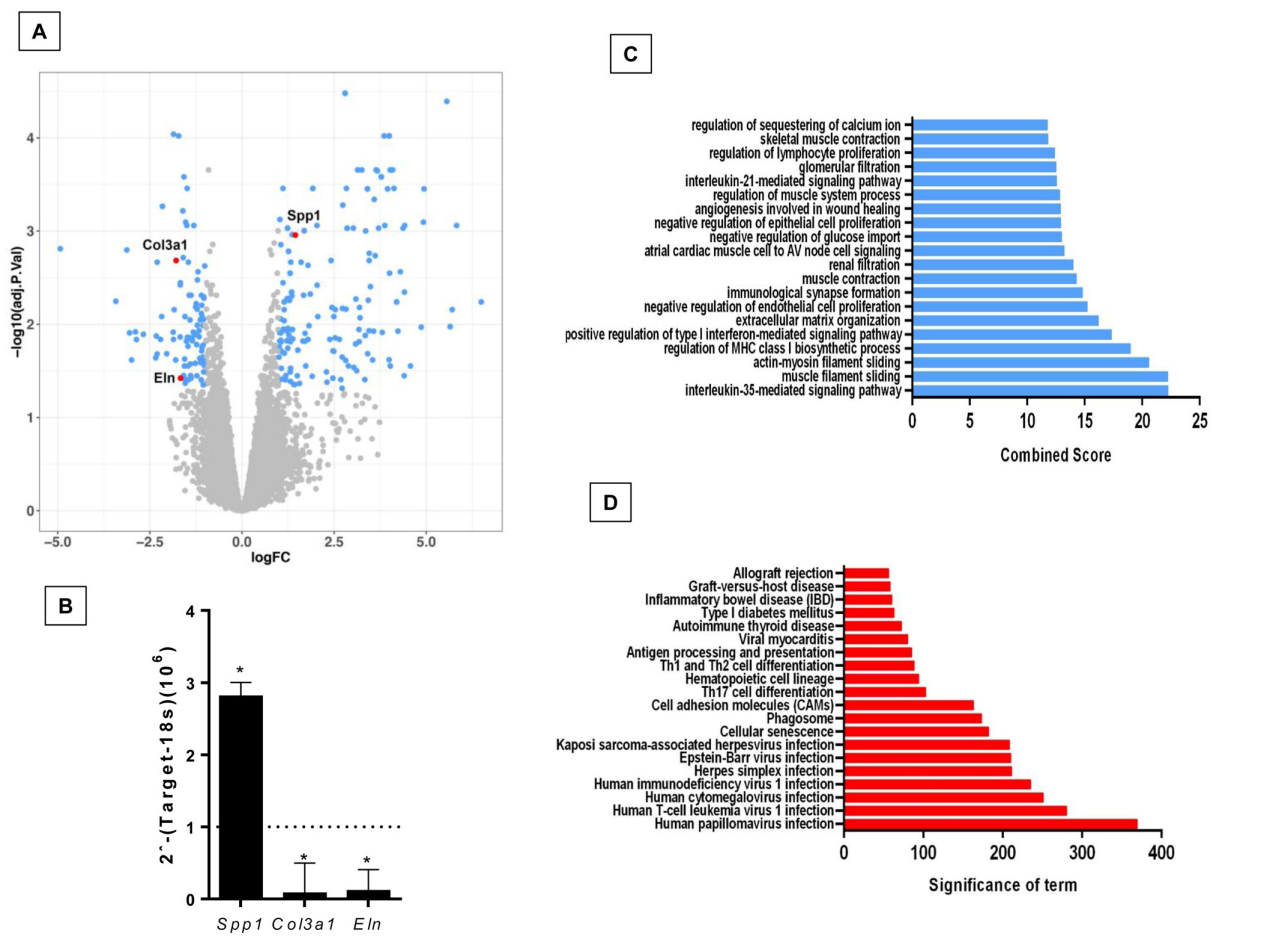
**Differentially expressed genes and pathways in lungs from old compared to young *Zmpste24* deficient mice.** (**A**) Volcano plot of the global gene expression profiling in lungs from old Zmpste24 deficient mice vs young littermates. Each point represents the difference in expression (log fold-change) between the two groups of mice plotted against the level of statistical significance. Right blue dots represent overexpressed genes; left blue dots represent downregulated genes at a significant level of p< 0.05. Some Core Matrisome genes are plotted in red. (**B**) The expression of these genes was evaluated by quantitative RT-PCR. Data are shown as fold-change values as compared with young -/- (dotted lines). (**C** and **D**) Gene ontology (**C**) and KEGG (**D**) functional analysis of dysregulated genes in old Zmpste24 deficient mice compared to young littermates. The most significant 20 terms are shown in this figure. Threshold criteria considered for the analysis are log Fold change > 1 or <-1 and p-value < 0.05.

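Few genes changed with both kinds of aging, and many of those that did moved in opposite directions. At an adjusted p of 0.05 and an absolute log2 fold change above 1, 18 genes passed in both comparisons, where independence would give 2.78 (Fisher's exact test across 22180 genes, which are not independent, p = 3.8e-10). Of these, 3 were higher in both, 8 lower in both and 7 opposite, and those named here were chosen after their values were seen. The 3 that rose were Cxcl10, an interferon-induced chemokine (1.84 in WT and 1.32 in Zmpste24 deficient lungs), Cxcl13, of which the WT change was 1.99, and Il7r, of which the WT change was 1.35.
Genes lower in both included Car3, a carbonic anhydrase of fat and muscle (-2.55 and -1.86), and Sln, a regulator of the calcium pump of atrial and skeletal muscle (-1.69 and -1.64). The opposite genes included Sprr1a, a protein of the squamous cell envelope (2.95 and -2.32), Rgs5, a signaling regulator of pericytes (1.05 and -1.67), and Col1a1, of which the Zmpste24 deficient change was -1.55. Many of these calls rested on single arrays. Without young WT replicate 2 the WT calls for Cxcl13 (1.33), Sln (-1.39) and Rgs5 (0.83) were lost, and that for Rgs5 was lost without old WT replicate 1 or 2 as well. Without the array labelled young Zmpste24 deficient replicate 2, of which the Zmpste24 RNA of 7.55 (log2) is near the WT level, the calls for Cxcl10 (1.42), Car3 (-1.55), Sln (-1.35), Sprr1a (-1.85) and Col1a1 (-1.22) were lost. Without old Zmpste24 deficient replicate 3 those for Car3 (-1.23), Sln (-0.92) and Col1a1 (-1.48) were lost, and without old replicate 1 that for Cxcl10 (1.08). Leaving out young replicate 3 ended those for Cxcl10 (1.24), Sln (-1.55) and Col1a1 (-1.46). At an adjusted p of 0.05 alone the overlap was 72 genes, where independence would give 33.1, with 19 higher in both, 20 lower in both and 33 opposite. With the young Zmpste24 deficient arrays of set 2 as the control the overlap was 31, and with the young array without squamous RNA it was 0.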

Then, when we compared dysregulated genes in natural aging (old versus young WT) with accelerated aging (old versus young *Zmpste24*-deficient) we found 19 overlapping genes between both groups. (Supplementary Figure 1A and Supplementary Table 3). Gene Ontology analyses revealed altered pathways related to immune response, activation of signaling protein activity involved in unfolded protein response among others. 

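Chaperones of the endoplasmic reticulum moved little with either kind of aging, and the 2 kinds of aging differed in squamous, macrophage, skeletal muscle, cell division, collagen and antibody genes. Of 17 genes of the unfolded protein response, 1 rose and 0 fell in WT lungs (1 rose when adjusted over the list alone), with a camera adjusted p of 0.0276 (adjusted p = 0.532 with an estimated correlation). The gene was Atf3, a transcription factor of the stress response, at 0.92 (standard error 0.13). In Zmpste24 deficient lungs 0 of 17 passed by limma and 1 was higher at an unadjusted p of 0.05, with an adjusted p of 0.197 from camera and 0.391 from fry.
A test of the difference between both age effects, Zmpste24 deficient minus WT, called 1261 genes, 334 higher and 927 lower. The balance depended on scaling, with 806 higher and 917 lower after quantile normalization. Of 13 squamous epithelium genes, 9 were lower and 0 higher in this difference (12 lower when adjusted over the list alone), with a median of -2.78, and of 14 skeletal muscle genes 5 were lower and 0 higher (11 lower when adjusted over the list alone), with a median of -1.44. With the young Zmpste24 deficient array without squamous RNA as the control, 1 and 0 genes of these 2 lists were lower, and the medians were -0.19 and -0.0332. Under the same control 10 macrophage genes, 5 cell cycle genes and 1 collagen were lower (16, 18 and 8 when adjusted over each list alone, medians -1.65, -1.10 and -0.63), and 2 B and plasma cell genes were higher, against the following numbers with all 3 young arrays. Of 19 macrophage genes, 15 were lower and 0 higher (18 lower when adjusted over the list alone), with a median of -1.65. Of 23 cell cycle genes, 16 were lower and 0 higher (20 lower when adjusted over the list alone), with a median of -1.16. Of 20 collagens, 10 were lower and 0 higher (14 lower when adjusted over the list alone), with a median of -1.08 and a camera adjusted p of 1.06e-10 (adjusted p = 0.152 with an estimated correlation). Col3a1 differed by -2.66 (standard error 0.40), Tnc by -4.23 (standard error 0.72) and Jchain by 5.73 (standard error 0.80). Of 12 B and plasma cell genes, 5 were higher and 0 lower (9 higher when adjusted over the list alone), and 2 were higher without old Zmpste24 deficient replicate 3. With the mean of the squamous genes as a covariate, chosen after seeing the data, the count of 1261 became 299. It was 543 to 807 without young WT replicate 2 or 3, any 1 of the old WT arrays or the array labelled young Zmpste24 deficient replicate 2, which has Zmpste24 near the WT level, and 2595 without old Zmpste24 deficient replicate 1.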

(Supplementary Figure 1B and 1C).

### Aging increases lung collagen content in WT and Zmpste24^-/-^ mice and localizes surrounding airways

To evaluate the effect of both physiological and accelerated aging process into lung collagen concentration, we measured hydroxyproline content in the right lungs from WT and *Zmpste24* deficient mice. It is important to emphasize that there were no differences in total weight (13.3 ± 3.5 g vs 12.5 ± 3.4 g) or lung weight (5.5 ± 1.5 mg vs 6.1 ± 1.5mg) between young WT and young *Zmpste24* deficient mice. By contrast, a significant decrease of body and lung weight was observed in old *Zmpste24* deficient mice compared with the WT mice: (body: 14.3 ± 2 g vs 31.5 ± 1.8 g; lung: 8.1 ± 1.6 mg vs 14.1 ± 3.6 mg, *p* ≤ 0.05). For this reason, hydroxyproline was expressed as μg per mg of the dried lung.

As illustrated in Figure 3A, lungs from old *Zmpste24* deficient and WT mice showed a significant increase in hydroxyproline content when compared to their respective young littermates (old *Zmpste24* deficient mice: 6.9 ± 1.5 μg/mg vs young 4.2 ± 0.5 μg/mg, and old WT: 6.4 ± 0.6 μg/mg vs young 4.5 ± 0.5 μg/mg, respectively; *p* ≤ 0.05). Interestingly, morphological analysis using Masson’s trichrome staining showed that collagen fibers accumulation occurred mainly surrounding the airways (Figure 3B).

**Figure 3:**
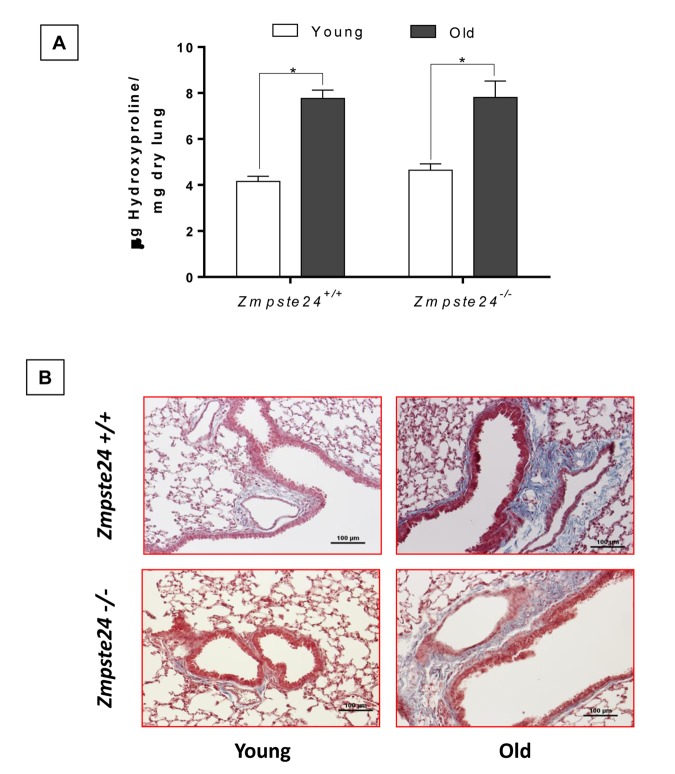
**Aging increases lung collagen content in WT and *Zmpste24*^-/-^ mice.** (**A**) OH-Proline content. Data represent mean ± SD (n=4); *p< 0.05. (**B**) Representative morphological images of two WT and two *Zmpste24* deficient mice stained with Masson’s trichrome. Scale bar, 100 μm.

### Young WT and Zmpste24 deficient mice develop similar fibrotic response after bleomycin injury

To explore the effect of lung damage in young WT and *Zmpste24* deficient mice, we administered them oropharyngeal bleomycin, and animals were sacrificed 21 days after injury. As illustrated in Figure 4A, both, WT and *Zmpste24* deficient mice displayed similar fibrotic morphological lesions and collagen deposition that was confirmed by the fibrotic score (Figure 4B). OH-proline analysis confirmed this observation showing an increase of lung collagen content after bleomycin without significant differences between WT and *Zmpste24* deficient mice (6.1 ± 0.6 μg/mg, and 6.3 ± 1.3 μg/mg, respectively) (Figure 4C).

**Figure 4:**
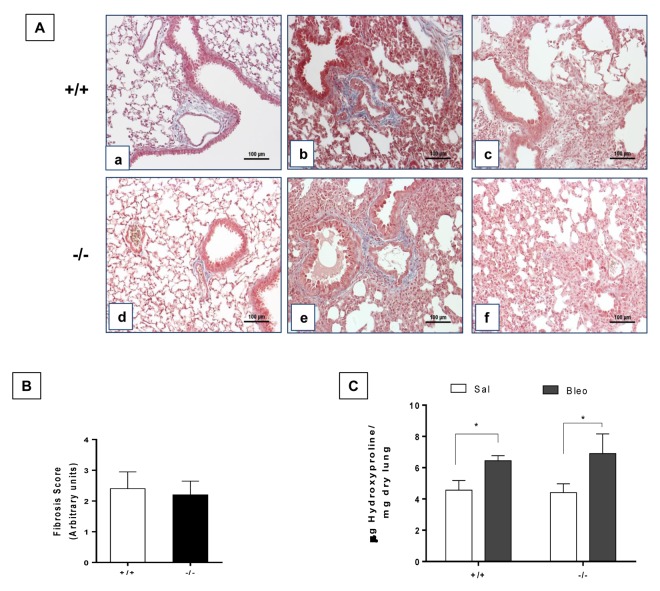
**Young WT and *Zmpste24* deficient mice develop similar fibrotic response after bleomycin injury.** (**A**) Representative Masson Trichrome staining of lung sections from young saline control WT (panel a), and 21 days after bleomycin (panels b, c), and *Zmpste24* deficient mice saline control (panel d) and at 21 d after bleomycin (panels e, f). Scale bar, 100 μm. (**B**) Fibrosis score for grading lung histopathological changes. Graphs represent means ± SD. (**C**) OH-Proline content in lungs after saline or 21 days of bleomycin injury. *p< 0.05; (n=6).

### Aging protects Zmpste24 deficient mice from bleomycin-induced pulmonary fibrosis

There is some evidence suggesting that old mice show a more severe lung remodeling after injury compared with young ones [9,10]. In this context, we evaluated the fibrotic response after 21 days of bleomycin administration in old WT mice (82 weeks) and accelerated aging *Zmpste24* deficient mice (16 weeks). Morphological analysis by Masson´s trichrome staining of old WT mice showed severe lung damage and collagen fiber deposition while lungs from old *Zmpste24* deficient mice showed scant damage (Figure 5A). Supporting these data, the fibrotic score was significantly lower in *Zmpste24* deficient mice compared with WT mice (-/- 1.3 ± 0.6 versus WT: 2.5 ± 0.3 p ≤ 0.05) (Figure 5B). Quantification of hydroxyproline content revealed the expected significant increase after bleomycin in old WT mice (8.8 ± 0.5 μg/mg vs saline: 6.4 ± 0.6 μg/mg, p ≤ 0.05). In sharp contrast, lungs from *Zmpste24* deficient mice showed no increase in hydroxyproline content after bleomycin injury (6.5 ± 1.3 μg/mg vs 6.9 ± 1.5μg/mg) (Figure 5C). Taking together, these results suggest that both aging and the absence of *Zmpste24* protect mice for developing pulmonary fibrosis.

**Figure 5:**
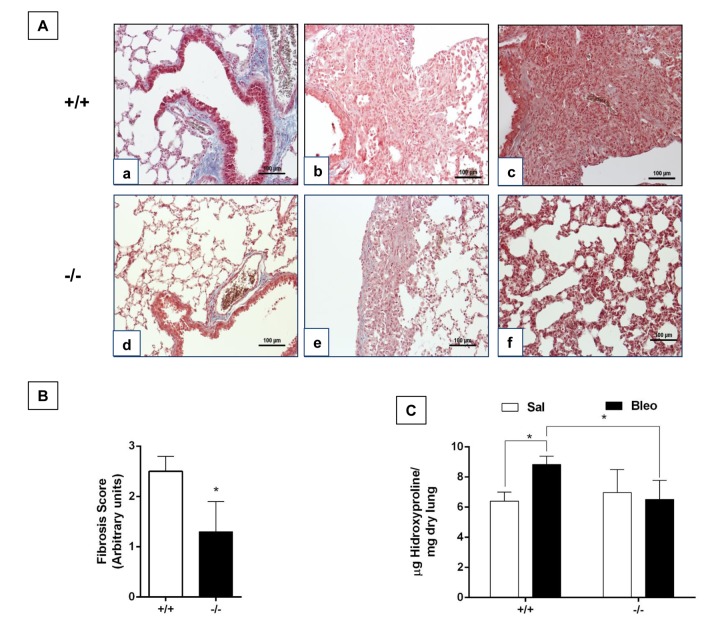
**Aging protects *Zmpste24* deficient mice from bleomycin-induced pulmonary fibrosis.** (**A**) Representative Masson Trichrome staining of lung sections from old saline control WT (panel a), and 21 days after bleomycin (panels b, c), and *Zmpste24* deficient mice saline control (panel d) and at 21 d after bleomycin (panels e, f). Scale bar, 100 μm. (**B**) Fibrosis score for grading lung histopathological changes. Graphs represent means ± SD. *p< 0.05. (**C**) OH-Proline content in lungs after saline or 21 days of bleomycin injury. *p< 0.05; Old WT (n=3); *Zmpste24* deficient mice (n=6).

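The injured lungs of old Zmpste24 deficient mice and of old WT mice, 3 arrays each, lie in different array sets, set 1 and set 2, so genotype and set change together. The difference between sets was therefore estimated from the young Zmpste24 deficient saline arrays, the group present in both, and entered as a term in a further fit. Old Zmpste24 deficient lungs were also compared with the 16-week WT lungs after bleomycin, which share their set. Both groups carry 16 weeks in their labels, but the WT titles say young, so a match in age is not certain. The young Zmpste24 deficient saline arrays differed between the sets in 1 gene at an adjusted p of 0.05 and in 1039 genes at an unadjusted p of 0.05 (limma). They also differ in attached tissue, since set 1 replicate 1 lacks the squamous and skeletal muscle RNA that all 3 arrays of set 2 hold, and 1 array of set 1 but 2 of set 2 have Zmpste24 near the WT level. The term carries this into the fit. The median over 14 skeletal muscle genes moved from -0.0799 to 0.67 and that over 13 squamous genes from -0.16 to 0.63 in the comparison of the injured lungs, where no gene of either list was called with or without the term. With it the camera adjusted p was 0.00166 and 0.0373, and 0.535 and 0.679 with an estimated correlation.
Bleomycin was given at 0.1 U/g according to the paper and at 1 U/g according to the sample labels, and lungs were taken at day 21. Zmpste24 RNA was 5.69 to 5.90 in the old deficient arrays and 8.17 to 8.62 in the old WT arrays after bleomycin (log2), a log2 fold change of -2.65 (standard error 0.40, adjusted p = 5.77e-05). The labels do not give the sex of the mice. Xist lay between 4.26 and 4.74 in these 6 arrays, where the arrays with high Xist elsewhere in the series hold 9.18 to 10.61. The array at 9.18, young Zmpste24 deficient after bleomycin replicate 1, also holds the Y-linked gene Eif2s3y at 7.76. Xist alone thus does not give the sex of every array. The 16-week WT arrays after bleomycin held it at 4.14, 10.52 and 10.33, so the comparison within set 1 also differs in Xist. Among the old WT arrays after bleomycin, replicate 1 stood apart, with Col1a1 at 10.64, against 8.81 or lower in the other two, and Tnc at 9.31, against 6.59 and 6.66. Mid1, a ubiquitin ligase gene at the pseudoautosomal boundary, stood at 11.46 on average in these 3 arrays and at 8.29 to 9.03 in every other group.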

In order to investigate possible mechanisms that may explain the resistance of the accelerated aged *Zmpste24* deficient mice to bleomycin-induced lung fibrosis, we compared the lung transcriptome signature of the injured old *Zmpste24* deficient mice with those of old WT mice. 

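Injured old Zmpste24 deficient lungs held less RNA of macrophages, cell division and acute-phase proteins than injured old WT lungs, and more RNA of genes induced by glucocorticoids. Saa3 fell by a log2 fold change of 4.35 (standard error 0.68) and Itgax, an integrin of alveolar macrophages and dendritic cells, fell by 2.95 (standard error 0.25, adjusted p = 2.01e-08), over 3 arrays per group. Tat, a glucocorticoid-induced enzyme of tyrosine breakdown, rose by 2.67 (standard error 0.31, adjusted p = 1.74e-06) and Hamp rose by 3.87 (standard error 0.45).
Of 19 genes of monocyte-derived and profibrotic macrophages, 15 fell and 0 rose (16 fell when adjusted over the list alone), with a median of -1.18 and a camera adjusted p of 8.11e-14 (adjusted p = 0.0742 with an estimated correlation). With set as a term 11 fell, and against the 16-week WT lungs of the same set 13 fell. Gpnmb fell by 2.16 (standard error 0.25). Of 23 cell cycle genes, 22 fell and 0 rose, with the same count when adjusted over the list alone, a median of -0.98 and a camera adjusted p of 1.13e-14 (adjusted p = 0.108 with an estimated correlation). In the fit with set 3 fell (19 when adjusted over the list alone), and within set 1 22 fell. Top2a, which untangles DNA in dividing cells, fell by 2.04 (standard error 0.31). Of 18 glucocorticoid-induced genes, 9 rose and 0 fell (13 rose when adjusted over the list alone), with a median of 0.88 and a camera adjusted p of 1.87e-11 (adjusted p = 0.0696 with an estimated correlation). Once set was a term 5 rose, and within set 1 14 rose. Cardiac muscle RNA moved too, with 4 of 12 genes higher and a median of 0.66, and 1 higher in the fit with set and 3 within set 1.
In all, 3118 genes passed an adjusted p of 0.05, 1105 higher and 2013 lower in Zmpste24 deficient lungs, and 493 of them also had an absolute log2 fold change above 1 (156 higher and 337 lower). The balance depended on scaling, with 1830 higher and 1234 lower when each array was centred on its median and 1707 and 1657 after quantile normalization. After set entered the fit 755 genes passed, 327 higher and 428 lower, and within set 1, against 16-week WT lungs, 3515 passed, 1635 higher and 1880 lower. The arrays did not overlap for 8217 genes, 37% of those tested, where chance gives 10%. The count was 1952 without Zmpste24 deficient replicate 2 and 2075 without WT replicate 2, and array weights gave 5672.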

Whole-transcript array showed 1165 differentially expressed RNAs (Figure 6). Our results revealed that several associated-Matrisome genes including *Mmp12, Mmp13, Mmp19*, and *Timp1* as well as the core Matrisome *Col1a1, Col3a,* *Spp1,* and *Fn1* were downregulated in the old *Zmpste24* deficient mice (Supplementary Table 4). Likewise, some genes with putative antifibrotic effects such as NADPH oxidase 4, transforming growth factor beta receptor III, and decorin were upregulated.

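Some matrix-degrading enzymes, some collagens and fibronectin were lower in injured old Zmpste24 deficient lungs than in injured old WT lungs. Mmp12 had a log2 fold change of -3.72 (standard error 0.39, adjusted p = 4.69e-07), Mmp13 -1.66 (standard error 0.27, adjusted p = 0.000118), Mmp19 -2.01 (standard error 0.22, adjusted p = 6.45e-07) and Timp1 -1.71 (standard error 0.40, adjusted p = 0.00468), over 3 arrays per group. Col1a1 had -1.54 (standard error 0.38, adjusted p = 0.00677), Col3a1 -1.64 (standard error 0.28, adjusted p = 0.000239) and Fn1, the gene of fibronectin, -1.57 (standard error 0.36, adjusted p = 0.00381). Every Zmpste24 deficient array lay below every WT array for each of these genes. Spp1 has no probe set of its own and was not analysed here.
With a term for set, Mmp12 had -3.62, Mmp13 -1.64, Mmp19 -1.84 and Col3a1 -1.43 and passed, while Timp1 (-1.63), Col1a1 (-1.14) and Fn1 (-1.14) did not. Within set 1, against 16-week WT lungs, Mmp12 had -3.65, Mmp19 -1.71, Col1a1 -2.74 and Col3a1 -2.78. The call for Col1a1 was lost without old WT replicate 1 (-0.89).
Of 20 collagens, 6 fell and 0 rose (9 fell when adjusted over the list alone), with a median of -0.44 and a camera adjusted p of 0.000307 (adjusted p = 0.547 with an estimated correlation). In the fit with set 1 fell, and within set 1 17 fell. Without old WT replicate 1 the number was 2, and the camera call was lost. Col6a3 fell by 1.43 (standard error 0.25). Of 16 matrix metalloproteinases and inhibitors, 5 fell and 2 rose (6 and 2 when adjusted over the list alone), with a camera adjusted p of 0.0697. After adding set 3 fell, and within set 1 7 fell and 3 rose. Timp4, an inhibitor of metalloproteinases, rose by 0.83 (standard error 0.18). Of 25 ECM glycoproteins, 6 fell and 3 rose (7 and 4 when adjusted over the list alone), with a camera adjusted p of 0.768. Once set entered, 0 fell and 2 rose (median 0.11), within set 1 13 fell and 2 rose, and without old WT replicate 1 4 fell and 4 rose. Emilin1, an elastic fiber protein, fell by 1.04 (standard error 0.20), while Igfbp6, which binds insulin-like growth factors, rose by 1.55 (standard error 0.25).

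**Figure D4:**
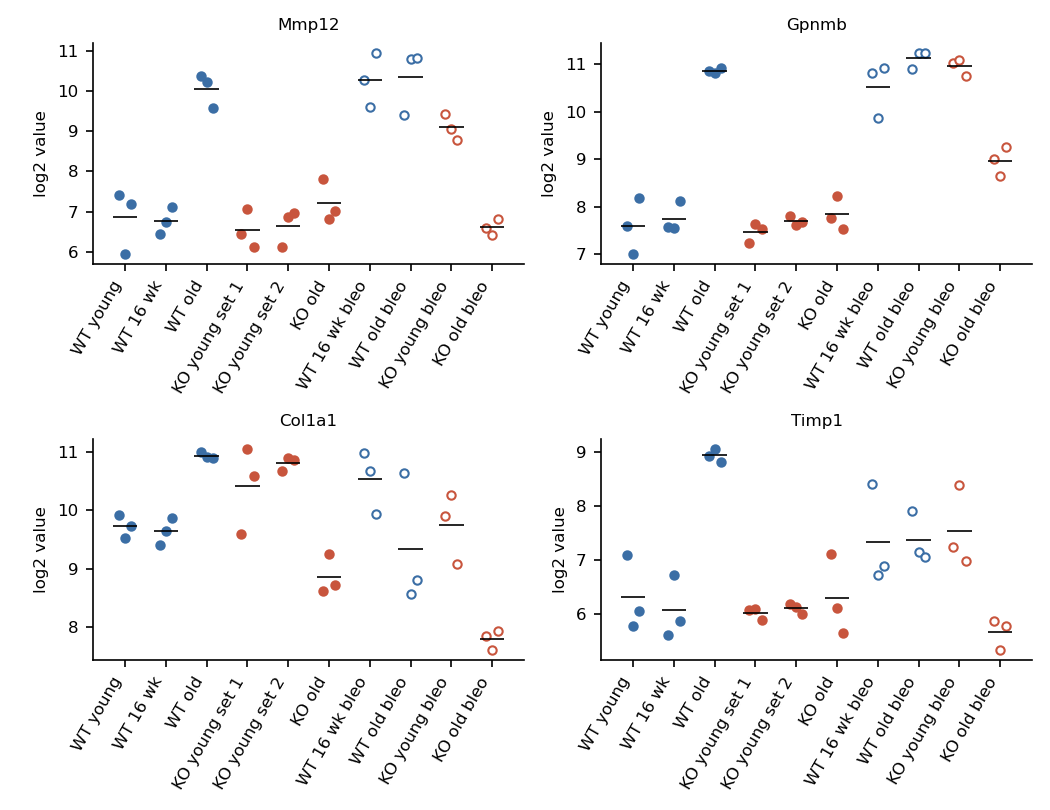
Log2 values of Mmp12, Gpnmb, Col1a1 and Timp1 in each array of the 10 groups, with the group mean as a bar. Blue points are WT and red points Zmpste24 deficient (KO), open points are lungs after bleomycin. Old KO lungs after bleomycin hold Col1a1 at 7.61 to 7.93, and old WT saline lungs hold Timp1 at the level of injured lungs or above.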

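Nox4, an NADPH oxidase that makes hydrogen peroxide, had a log2 fold change of 1.40 (standard error 0.23, adjusted p = 0.000141) in old Zmpste24 deficient over old WT lungs after bleomycin, 3 arrays per group. Tgfbr3, the co-receptor betaglycan, had 1.23 (standard error 0.20, adjusted p = 0.000126) and Dcn, a small proteoglycan that binds collagen and TGF-beta, had 1.73 (standard error 0.39, adjusted p = 0.00291). Each of the Zmpste24 deficient arrays lay above each WT array for these genes. With set in the fit Nox4 had 1.38, Tgfbr3 1.40 and Dcn 1.96, and all 3 passed. Within set 1, against 16-week WT lungs, Nox4 had 1.08, Tgfbr3 1.15 and Dcn 0.78, and Dcn did not pass.
Of 12 proteoglycans, 3 rose and 1 fell (4 and 1 when adjusted over the list alone), and 2 and 0 with set as a term. Within set 1 the direction was the other, with 2 that rose and 5 that fell, a median of -0.61 and a camera adjusted p of 0.0386 (adjusted p = 0.473 with an estimated correlation). Omd, a keratan sulfate proteoglycan of bone and connective tissue, rose by 2.44 (standard error 0.43) and Vcan, a large proteoglycan of provisional matrix, fell by 0.87 (standard error 0.22). Of 21 genes of TGF-beta signalling, 4 rose and 4 fell (4 and 5 when adjusted over the list alone), with a camera adjusted p of 0.5. The numbers were 1 and 0 with set as a term, 3 and 4 within set 1 and 2 and 3 without old WT replicate 1. Itgb6, an integrin chain that activates latent TGF-beta, fell by 0.98 (standard error 0.25), and Smad3, which carries the signal of the receptors, had 0.11 (standard error 0.14, adjusted p = 0.669). The calls for Vcan and Itgb6 were lost with set as a term (-0.65 and -0.68).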

**Figure 6:**
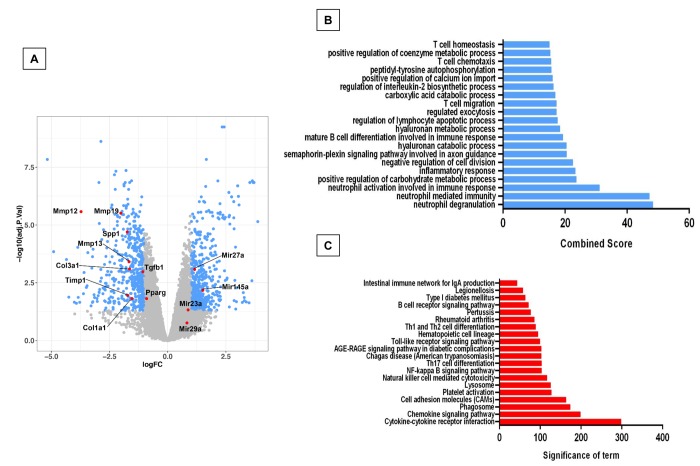
**Microarray analysis of bleomycin-injured lungs of old Zmpste24 deficient mice (n=3) compared with old wildtype littermates (n=3).** Lungs were obtained 21 days after bleomycin injury. (**A**) Volcano plot of the global gene expression profiling in lungs from old injured Zmpste24 deficient mice vs old WT mice. Each point represents the difference in expression (log fold-change) between the two groups of mice plotted against the level of statistical significance. Right blue dots represent overexpressed genes; left blue dots represent relatively downregulated genes at a significant level of p< 0.05. (**B** and **C**) Gene ontology (**B**) and KEGG (**C**) functional analysis. The most significant 20 terms are shown. Threshold criteria considered for the analysis are log fold-change > 1 or <-1 and p-value < 0.05 for genes, and >0.5 or z-0.5 for miRnas.

Using key Pathway Advisor-Clarivate we found six transcription factors upregulated including paternally expressed 3 (Peg3), the negative regulator of the inflammatory response nuclear receptor subfamily 4 group A member 1 (NR4A1) RAR-related orphan receptor C (RORC), Krupple-like factor 15 (KLF15), hypoxia-inducible factor 3a, and early growth factor response 1 (Egr1).

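Transcription factors of growth control, of the glucocorticoid response and of the immediate early response were higher in injured old Zmpste24 deficient lungs. Peg3, an imprinted zinc finger protein, rose by a log2 fold change of 2.43 (standard error 0.15, adjusted p = 5.5e-11) and the immediate early gene Egr1 rose by 2.06 (standard error 0.29, adjusted p = 1.88e-05), over 3 arrays per group. Nr4a1, an orphan nuclear receptor, rose by 2.26 (standard error 0.54, adjusted p = 0.00518), Klf15, a glucocorticoid-induced regulator of metabolism, by 1.27 (standard error 0.24, adjusted p = 0.000617) and Hif3a, an inhibitor of the hypoxia response, by 1.29 (standard error 0.23, adjusted p = 0.000383).
With set in the fit, Peg3 had 2.88, Egr1 1.99, Klf15 1.27 and Hif3a 1.23, and all passed, while Nr4a1 had 2.58 and did not. Within set 1, against 16-week WT lungs, the changes were 1.70 for Peg3, 0.90 for Egr1, 2.17 for Klf15, 2.29 for Hif3a and 1.09 for Nr4a1, and the last did not pass.
Of 19 immediate early genes, which also respond to handling of tissue, 8 rose and 1 fell (12 and 2 when adjusted over the list alone), with a camera adjusted p of 1.08e-07 (adjusted p = 0.0802 with an estimated correlation). A term for set left 4 that rose (10 when adjusted over the list alone), and within set 1 5 rose and 2 fell. Fos, a subunit of AP-1, rose by 1.05 (standard error 0.17) and the phosphatase Dusp1 rose by 1.06 (standard error 0.20). Of 15 circadian clock genes, 6 rose and 0 fell (9 rose when adjusted over the list alone), with a camera adjusted p of 2.92e-06 (adjusted p = 0.0552 with an estimated correlation). Here a term for set left 1 (4 when adjusted over the list alone), within set 1 7 rose, and without old WT replicate 1 2 rose. Cry1, a repressor of the clock, rose by 0.70 (standard error 0.12).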

GO functional enrichment analysis and KEGG revealed several altered pathways primarily related to an immune/inflammatory response (Figure 6B and C).

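Antigen presentation, chemokine, complement and lymphocyte genes were lower in injured old Zmpste24 deficient lungs than in injured old WT lungs, while some neutrophil genes were higher. H2-Ab1, a chain of MHC class II, fell by a log2 fold change of 2.29 (standard error 0.19, adjusted p = 8.82e-09) and its transactivator Ciita fell by 1.29 (standard error 0.17), over 3 arrays per group. Ccl3, a chemokine of macrophages, fell by 2.62 (standard error 0.37) and Cd3e, a chain of the T-cell receptor complex, fell by 1.44 (standard error 0.26). Stfa1, a protease inhibitor of neutrophils, rose by 1.80 (standard error 0.31).
Of 15 genes of antigen presentation, 10 fell and 0 rose (13 fell when adjusted over the list alone), with a camera adjusted p of 7.28e-12 (adjusted p = 0.0552 with an estimated correlation). In the fit with set 7 fell (adjusted p = 0.0474 with an estimated correlation), and within set 1 14 fell. Of 30 chemokines and receptors, 15 fell and 1 rose (18 and 1 when adjusted over the list alone), with a camera adjusted p of 2.06e-08 (adjusted p = 0.0742 with an estimated correlation). The fit with set left 8 that fell, and within set 1 11 fell. Of 17 complement and acute-phase genes, 14 fell and 0 rose (15 fell when adjusted over the list alone), with a median of -1.43 and a camera adjusted p of 5.42e-11 (adjusted p = 0.0552 with an estimated correlation). After adding set 6 fell (13 when adjusted over the list alone), and within set 1 8 fell and 1 rose. Cfb, a complement protease, fell by 1.79 (standard error 0.31). Of 11 T-cell genes, 9 fell and 0 rose (10 fell when adjusted over the list alone), and 5 fell with set as a term and 4 within set 1. Of 12 B and plasma cell genes, 7 fell and 0 rose (10 fell when adjusted over the list alone), with Jchain at -2.89 (standard error 0.57). With set as a term 2 fell (6 when adjusted over the list alone), and within set 1 10 fell. Of 11 alveolar macrophage genes, 7 fell and 0 rose (7 fell when adjusted over the list alone), 5 fell in the fit with set, and within set 1 3 fell and 0 rose. Marco, a scavenger receptor of these cells, fell by 2.16 (standard error 0.26), a call not seen against 16-week WT lungs (-0.40). Of 14 neutrophil genes, 3 rose and 1 fell (3 and 2 when adjusted over the list alone). The fit with set left 1 that rose and 0 that fell, without old WT replicate 1 3 rose and 2 fell, and within set 1 11 rose, with a median of 1.72.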

### Fibrotic injury induces the expression of antifibrotic microRNAs in lungs of aging Zmpste24 deficient mice

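MicroRNA genes moved both ways between injured old Zmpste24 deficient and injured old WT lungs. The arrays measure microRNA genes and do not tell the arms of a hairpin apart. Of 483 microRNA genes measured, 40 passed an adjusted p of 0.05 over all genes, and 33 of these had an absolute log2 fold change above 0.5, 20 higher and 13 lower. At an unadjusted p of 0.05 and the same fold, 68 passed, 40 higher and 28 lower.
Mir103-2 rose by a log2 fold change of 1.09 (adjusted p = 0.00121) over 3 arrays per group. Mir28c fell by 1.57 (adjusted p = 0.000349) and Mir511, a microRNA hosted by the macrophage mannose receptor gene, fell by 1.08 (adjusted p = 0.00107). Mir452 rose by 0.96 (adjusted p = 2.08e-05), but its signal is dim, with a mean log2 value of 2.88 that is at percentile 2.83 of all genes. These were chosen after their values were seen. Mir452 lies in an intron of Gabre, a GABA receptor subunit gene, which rose by 1.38 (standard error 0.18, adjusted p = 1.07e-05). With set as a term 7 microRNA genes passed, and without dim genes (mean log2 value under 5.2) 26 passed. Quantile normalization gave 26 higher and 5 lower beyond the fold threshold. The count of 40 was 26, 21 and 21 without Zmpste24 deficient replicate 1, 2 or 3, and 22 and 21 without WT replicate 1 or 2.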

In the global RNA expression, we noticed that 42 microRNAs were differentially expressed, 22 upregulated and 20 down-regulated in the lungs from bleomycin injured *Zmpste24* deficient mice compared with their WT counterpart (Figure 7A, Supplementary Table 5). Several of these microRNAs were of interest because their targets are related with the extracellular matrix such as *miR23a*, *miR27a*, *miR29a, miR29b-1, miR491,* and *miR145a*, which were validated by qPCR. These five miRNAs were increased during the fibrotic response in old *Zmpste24* deficient mice (Figure 7B). 

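Of the 6 microRNA genes, 4 passed, all higher in Zmpste24 deficient lungs. Mir145a, which lies in a cluster active in smooth muscle, had a log2 fold change of 1.51 (standard error 0.33, adjusted p = 0.00261) over 3 arrays per group, and Mir27a had 1.16 (standard error 0.20, adjusted p = 0.00029). Mir23a, of the same cluster as Mir27a, had 0.88 (standard error 0.27, adjusted p = 0.0267) and Mir491 had 0.88 (standard error 0.23, adjusted p = 0.0107). Mir29a, with 0.83 (standard error 0.35, adjusted p = 0.122), and Mir29b-1, with 0.40 (standard error 0.21, adjusted p = 0.214), did not pass, although all 3 Zmpste24 deficient arrays lay above the WT arrays for Mir29b-1.
With a term for set the change was 1.76 for Mir145a, which passed, and 0.79 for Mir27a, 0.47 for Mir23a and 0.58 for Mir491, which did not. Within set 1, against 16-week WT lungs, the changes were 0.99, 1.04, 1.32 and 1.10, and all 4 passed. Mir23a was no longer called without Zmpste24 deficient replicate 1 (0.81) or 3 (0.83) or WT replicate 2 (0.71), nor Mir491 without Zmpste24 deficient replicate 3 (0.77) or WT replicate 1 (0.69). The signals of Mir29a, Mir29b-1 and Mir491 are dim, with group means of 3.58 to 4.40, 2.57 to 2.97 and 3.34 to 4.22.

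**Figure D5:**
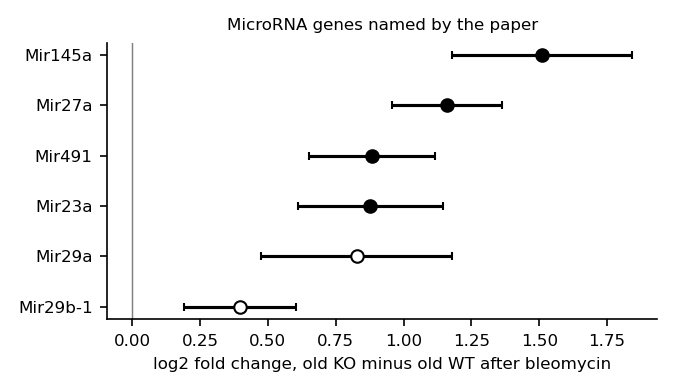
Log2 fold change of 6 microRNA genes in old Zmpste24 deficient (KO) over old WT lungs after bleomycin, 3 arrays per group, with the standard error as a bar. Filled points passed an adjusted p of 0.05 and open points, Mir29a at 0.83 and Mir29b-1 at 0.40, did not.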

The three members of the miR29 family (miR29a, miR29b-1, and miR29c) have been shown to target mRNAs of extracellular matrix proteins [16,17]. We found a downregulation of several miR29 targets in lungs from old *Zmpste24* deficient mice such as *Col1a1, Col3a1, and Tgfb-1*, which were corroborated by qPCR (Figure 7C). 

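Of 18 genes taken as miR-29 targets, 5 fell and 0 rose in injured old Zmpste24 deficient lungs (8 and 2 when adjusted over the list alone), with a median log2 fold change of -0.44 and a camera adjusted p of 0.0603. With set as a term 1 fell and 0 rose (median -0.25, camera adjusted p = 0.486), and without old WT replicate 1 2 fell and 1 rose. Within set 1, against 16-week WT lungs, 15 of them fell and 0 rose (16 and 1 when adjusted over the list alone), with a median of -1.19 and a camera adjusted p of 1.68e-12 (adjusted p = 0.0909 with an estimated correlation). Part of the list is named by the study on these samples, so its direction is not independent evidence. Tgfb1, the gene of TGF-beta 1, had -1.06 (standard error 0.19, adjusted p = 0.000383) over 3 arrays per group, and -0.86 without passing with set as a term. Col1a1 stood at 7.85, 7.61 and 7.93 (log2) in the Zmpste24 deficient arrays and at 10.64, 8.56 and 8.81 in the WT arrays. Col3a1 stood at 7.17 to 7.31 and at 8.39 to 9.65. Before injury, in old saline lungs, Col1a1 lay at 8.62 to 9.25 in Zmpste24 deficient and at 10.9 to 11.0 in WT lungs. Col1a2, the second chain of type I collagen, had -0.98 (standard error 0.31, adjusted p = 0.0333), and -0.45 without WT replicate 1. That call was lost without WT replicate 1 and without any 1 of the Zmpste24 deficient arrays.
In its discussion the paper says that miR-23a, miR-27a, miR-29a, miR-29b-1 and miR-145a, found higher in injured old Zmpste24 deficient lungs, target parts of the matrix. It adds that they can be considered anti-fibrotic.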

As mentioned, miR27a was upregulated in the lungs of old *Zmpste24* deficient mice after bleomycin injury. To investigate the role of this microRNA, we searched for targets in *silico* databases [18]. 

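Pparg, a nuclear receptor that controls lipid metabolism in alveolar macrophages and fat cells, had a log2 fold change of -0.90 (standard error 0.23, adjusted p = 0.00737) in old Zmpste24 deficient against old WT lungs after bleomycin, 3 arrays per group. It stood at 6.86 on average (SD 0.15, log2) in the former and at 7.76 (SD 0.43) in the latter. The call was lost without WT replicate 3 (-0.70), with set as a term and against the 16-week WT lungs of the same set (-0.27). Abcg1, a cholesterol exporter of alveolar macrophages, fell by 1.41 (standard error 0.16).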

Matching with our results, we found two genes, *Spp1,* and *Ppar-γ.* That was downregulated in the lungs of old *Zmpste24* deficient mice compared with their WT counterpart after bleomycin injury. These results were validated by qPCR (Figure 7D).

**Figure 7:**
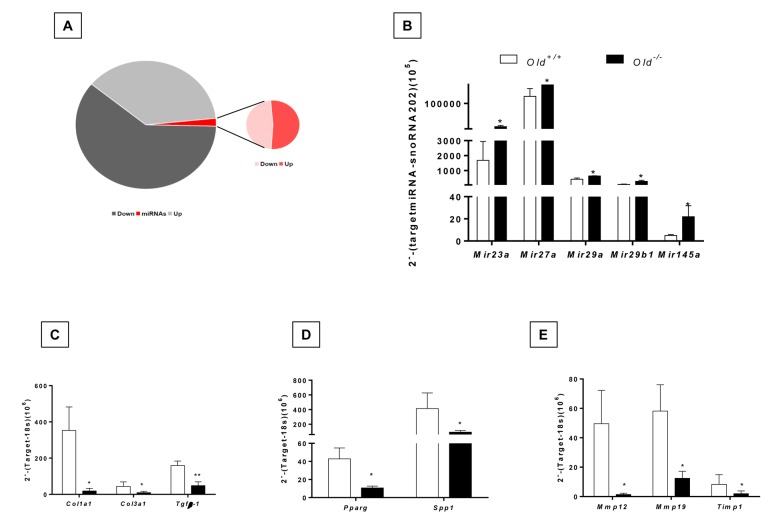
**Dysregulated miRNA expression and gene targets of bleomycin-treated lungs of old Zmpste24 deficient mice (n=3) compared to old WT (n=3) analyzed by quantitative RT-PCR.** (**A**) Pie graph showing significantly different mRNA (up= 627, down= 538) and miRNAs (up= 22, down= 20) in lungs of Zmpste24 deficient mice compared with their WT counterparts after bleomycin damage. (**B**) Expression levels of selected miRNAs. Gene expression of (**C**) miR29 targets, (**D**) miR27a targets, (**E**) mir145a targets. White bars represent mean expression in WT lungs, and black bars represent mean expression in Zmpste24 deficient mice ± S.E.M. *p < 0.05 and ** *p*< 0.01.

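In single arrays after bleomycin, Mmp12 stood at 6.42 to 6.82 (log2) in old Zmpste24 deficient lungs and at 9.39 to 10.82 in old WT lungs. Timp1 stood at 5.34 to 5.87 and at 7.07 to 7.91, and Mmp13 at 4.37 (mean, SD 0.28) and 6.02 (SD 0.65). In saline lungs of old mice Mmp12 lay at 6.82 to 7.81 without Zmpste24 and at 9.57 to 10.36 in WT, and this WT range overlaps that after bleomycin. Timp1 in the same saline lungs lay at 5.65 to 7.12 and at 8.83 to 9.07, the WT range lying above that after bleomycin. Both genes thus differed between these groups, which lie in different array sets, without injury too. Bleomycin raised Mmp12 in 16-week WT lungs by a log2 fold change of 3.50 (standard error 0.39, adjusted p = 1.93e-05) and in young Zmpste24 deficient lungs by 2.45 (standard error 0.39, adjusted p = 0.000233), over 3 arrays per group.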

miR145a that was also overexpressed in the lungs of Zmpste24 deficient mice targets among others, *Mmp12*, *Mmp13* and *Timp1* genes. As shown in Figure 7E, these genes had a lower expression in old bleomycin injured *Zmpste24* deficient mice as validated by qPCR.

## DISCUSSION

Aging is not only a major risk factor for the development of IPF but also worsens the fibrotic response and outcome in human and experimental fibrotic lung diseases [9,10,19]. Moreover, it has been shown that old mice display impaired resolution after lung injury [11]. Thus, aged mice may reflect more appropriately the physiopathological behavior of aging-associated human pulmonary fibrosis. However, there are considerable practical difficulties related to the generation of aged mice and most of the research in this field has been performed in mice 6-8 weeks old.

In this context, senescence-prone mice that exhibit accelerated aging, and genetically modified mice that result in age-related lung fibrosis have been explored as models that may resemble what occurs in IPF and other human fibrotic lung disorders [2,13,20].

In this study, we used the Zmpste24 deficient mice that display several features of premature aging [14]. We selected the time point of biological age in the rapid aging model to compare with old WT mice, using the strong evidence that Zmpste24 deficient mice had a remarkably aging phenotype since they are12 weeks old, including short lifespan (20 weeks old) [14,21–23]. For this reason, we selected as young, mice of 4 weeks age, and old, those of 13 weeks age to start observations [14]. Of note, no lung morphological differences were found between WT and Zmpste24 deficient mice by conventional light microscopy (not shown). Additionally, we analyzed whether aging affected the lung levels of Zmpste24. We found that the enzyme increase in old mice, and is mainly located in bronchioalveolar epithelial cells (Supplementary Figure 2).

We first compared the transcriptome signature of young and old WT and young and old *Zmpste24* deficient mice, and a number of differences showed-up. Interestingly for our study, in the WT mice, aging was associated with the upregulation of several extracellular matrix proteins (core matrisome) and of matrix metalloproteinases (matrisome-associated genes) [24]. The opposite, with the exception of *Spp1*, was observed in the *Zmpste24* deficient mice. Interestingly, although fibrillar collagen genes were not up upregulated, when we examined the lung hydroxyproline content we found a marked but similar increase of collagen with age suggesting that it represents an accumulation of the protein with aging. The fibrils were localized mainly adjacent to the airways.

Afterward, we evaluated the effect of age on the fibrotic response to bleomycin comparing the extent of the lesions and collagen deposition in young and old WT versus young and old *Zmpste24* deficient mice. The mouse model of bleomycin-induced lung injury is the most widely used for the study of lung fibrosis [25].

Strikingly, we found that while young WT and young *Zmpste24* deficient mice develop a similar architectural lung remodeling and increased collagen accumulation, the fibrotic lesions were remarkably attenuated in accelerated aged old *Zmpste24* deficient mice compared with physiologically aged WT.

To better understand the mechanisms by which old *Zmpste24* deficient mice are protected from bleomycin-induced lung fibrosis, we examined the transcriptome expression profiling of the aged mice. Our results demonstrated that several Core matrisome (extracellular matrix) genes and MMPs (Matrisome-associated genes) are downregulated in *Zmpste24* deficient mice.

Interestingly, one of them was osteopontin a strong profibrotic mediator [26]. Osteopontin increases fibroblast migration and proliferation, and induces the upregulation of type I collagen, and the down-regulation of MMP-1 expression. Moreover, osteopontin-deficient mice show a marked reduced collagen accumulation in response to bleomycin challenge compared with WT mice [27].

Interestingly, several transcription factors were over-expressed including paternally expressed 3 (Peg3) a mediator of p53 in response to DNA damage [28], the negative regulator of the inflammatory response nuclear receptor subfamily 4 group A member 1 (NR4A1), which regulates cytokine signaling and attenuates inflammation in lung epithelial cells [29], and RAR-related orphan receptor C (RORC), which regulates T-cell polarity and cytokine production [30]. Also, the transcription factor Krupple-like factor 15 (KLF15) involved in defense response and hypoxia inducible factor 3a (Hif3a) were also overexpressed [31]. Likewise, the mechanosensitive gene of early growth factor response 1 (Egr1) was also upregulated. This transcription factor was found overexpressed in mice protected from lung hyperventilation injury [32], and has an important role in the inflammatory response [33]. Accordingly, functional analysis revealed altered immune and inflammatory response.

Since considerable evidence indicates that miRNAs play critical roles in the pathogenesis of lung fibrosis either enhancing or attenuating fibrogenic pathways, we also examined the miRNA expression profile, and we identified a panel of 42 miRNAs that were differentially expressed. Among them, miR23a, miR27a, miR29a, miR29b-1, and miR145a, that target different components of extracellular matrix and can be considered anti-fibrotic, were increased in old *Zmpste24* deficient mice compared with old WT after bleomycin-injury.

One of them, miR-29b, inhibits TGF-β1, CTGF, and Smad3 signaling, acting as a counter-regulator of the strong profibrotic TGF-β/Smad3/CTGF axis [34].

Moreover, evaluation of the expression of miR-29a/b in lungs collected at different time points after bleomycin treatment revealed a gradual decrease during the development of fibrosis with a subsequent increase that correlates with the remission of the fibrotic lesions [16].

miR27-a, another upregulated miRNA in bleomycin-injured *Zmpste24* deficient mice, functions via negative-feedback mechanisms decreasing lung myofibroblast differentiation, and therapeutically mitigates bleomycin-induced lung fibrosis in mice [35]. Furthermore, *in silico* analysis predicts that one of its targets is osteopontin.

miRNA-491 has been evaluated mostly in cancer, but it has been shown that target mRNAs involved in strong profibrotic pathways including TGF-β/SMAD3/NF-κB and Wnt3a/β-catenin signaling pathways [36,37].

Certainly, several other mechanisms may contribute to the decreased fibrotic response of the *Zmpste24*-deficient mice to lung injury. For example, autophagy that results in the accumulation of damaged macromolecules, decreases during aging and is even exaggeratedly reduced in lung fibrosis. In sharp contrast, Zmpste24-deficient mice exhibit a pronounced activation of autophagic proteolysis caused by reduced activity of mTOR [38].

In conclusion, our results indicate that the absence of *Zmpste24* in aging mice results in impaired lung fibrotic response after injury which is likely associated to the dysregulation of fibrosis-related miRNAs.

## MATERIALS AND METHODS

### Animals

Young (4 weeks) and old (79 weeks) C57BL/6 wild type mice (WT) and young (4 weeks) and old (13 weeks) *Zmpste24* deficient mice were housed in specific pathogen-free conditions and used for different experiments. Mice genotypes were determined by PCR analysis from mouse tail DNA as previous described [14]. The Ethics Committee of the National Institute of Respiratory Diseases of Mexico (INER) approved all experiments.

### Bleomycin-induced lung fibrosis

Pulmonary fibrosis was induced by oropharyngeal administration of a single dose of 0.1U Bleomycin/g mice weight (BLEOLEM, Lemery) in a volume of 50µl saline solution. Control groups received only the vehicle. All mice were sacrificed at 21 days after bleomycin or saline administration (*Zmpste24-deficient mice*: 16 months and WT: 82 months). Lungs were perfused with sterile saline from right to left ventricle of the heart. Lungs were removed for fixation overnight in paraformaldehyde (right lung) or snap frozen in liquid nitrogen (left lung) followed by storage at –80°C.

### Hydroxyproline assay

Left lungs were dried at 110°C during 48 h and then hydrolyzed in 6 N HCl for 24 h. Samples of 5 μL were assayed as previously described [39,40]. Each sample was tested in duplicate and results were expressed as μg of hydroxyproline/mg of the dry left lung.

### Morphometric analysis

Right lungs were fixed by inflation using 4% paraformaldehyde at a continuous pressure of 25 cm H2O, and embedded in paraffin. Lung sections were either stained with hematoxylin-eosin or Masson trichrome and scored blindly for severity and extent of lung lesions. The severity of lung fibrosis was determined using a semiquantitative histopathological scoring method [40].

### RNA extraction and preparation

RNA was extracted using TRIzol reagent (Life Technologies, Grand Island, New York, NY) following the manufacturers' instructions, and purity and efficiency were verified by spectrophotometry (NanoDrop; Wilmington, DE) and bioanalysis (Agilent; Palo Alto, CA).

### Quantitative real-time PCR

One μg of RNA was treated with 1 unit of DNase and reverse transcribed into cDNA (RT2 First strand kit, Qiagen) according to the manufacturer's instructions. qPCR amplification was performed with specific FAM or VIC dye-labeled TaqMan probes for *Col1a1* (Mm00801666_g1), *Col3a1* (Mm00802300_m1), *Mmp8* (Mm00439509_m1)*, Mmp12* (Mm00500554_m1), *Mmp13* (Mm00439491_m1), *Mmp19* (Mm00491296_m1), Pparᵧ (Mm00440940_m1), *Spp1* (Mm00436767_m1), *Egr1* (Mm00656724_m1), *Eln* (Mm00514670_m1), *Tgfβ-1* (Mm01178820_m1), *Tgfβi* (Mm01337605_m1), *Timp1* (Mm00441818_m1) and normalized to *18S rRNA* expression (PE Applied Biosystems). Time PCR amplification was performed using BIORAD CFX-96 Real-Time PCR system (Bio-Rad) [41].

### Microarray analysis

The biotin-labeled cRNA was purified, fragmented, and hybridized to GeneChip™ Mouse Gene 2.0 ST Array (Affymetrix®). For each group, 100 ng of RNA from three different biological samples were used. The results were analyzed by R software (http://www.r-project.org/) [42] and Bioconductor (http://www.bioconductor.org/) [43]. To identify significant differences between gene expression in each condition, all data were analyzed by Limma linear model based on Bayes empirical method [44]. Representative data were considered significantly with higher *p*-values (adjusted *p*-value < 0.05).

The microarray data were submitted to the Gene Expression Omnibus https://www.ncbi.nlm.nih.gov/geo/ (access number GSE123293).

### Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG Pathway analyses

For functional analysis, we used Gene Ontology enrichment tool at the Enrichr website. GO enrichment analysis is a computational method for inferring knowledge about an input gene set by comparing it to annotated gene sets representing prior biological knowledge. The data was graphed as Combined Score, a combination of the *p*-value and *z-*score calculated by multiplying the two scores as follows: *c* = ln(*p*) * z. Where c is the combined score, *p* is the *p*-value computed using Fisher's exact test, and *z* is the *z*-score computed to assess the deviation from the expected rank. The Combined Score provides a compromise between both methods and in several benchmarks and it has been shown that reports the best rankings when compared with other scoring schemes. KEGG database was used for pathway analysis of differential expression genes using gProfile software. For all comparison we considered differentially expressed genes with an adjusted *p-*value < 0.05 [45–47].

### microRNA expression

Total RNA was reverse transcribed using TaqMan miRNA reverse transcription kit (Applied Biosystems) following the manufacturer’s instructions, and amplification was performed using BIORAD CFX-96 Real-Time PCR system (Bio-Rad). MicroRNA expression was evaluated using following TaqMan probes mmu-miR23a-5p (002439), mmu-miR27a-3p (000408), mmu-miR29a-3p (002112), mmu-miR29b-3p (000413), mmu-miR145a-3p (002514). Expression of snoRNA202 (001232/AF357327) was used as an internal control. All experiments were performed with Taqman Gene Expression Assays (Applied Biosystems).

### Statistical analysis

Statistical differences were determined by two-way ANOVA followed by Tuckey test for quantitative PCR and hydroxyproline measurement. For two groups, differences were analyzed by Student’s *t*-test. Values of *p* < 0.05 were considered statistically signiﬁcant. Fibrosis score was evaluated by the nonparametric Kruskal-Wallis test followed by nonparametric Mann-Whitney U-test. Results are expressed as mean ± SD. or S.E.M., *p-*value < 0.05 was considered statistically significant. For gene tables, we only show identified genes in the Affymetrix annotation database. All graphs were made using Graphpad Prism Software Version 4.0 (Graphpad Software Inc., San Diego CA).

## Supplementary Material

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

How the deposited data were processed for this re-analysis (not part of the article)

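The series holds 30 arrays of mouse lung RNA, 3 in each of 10 groups by genotype (WT or Zmpste24 deficient), age and instillation (saline or bleomycin, lungs taken at day 21), in 2 sets of 15 arrays. Groups, sets and ages were taken from the sample labels. According to the paper and the labels, RNA was labelled with biotin and hybridized to Affymetrix Mouse Gene 2.0 ST arrays, and R, Bioconductor and limma were used. The deposited values look like log2 probe set summaries on a common scale, with array medians of 5.95 to 6.19. The method of background correction, normalization and summary, the annotation version, any correction for array set and the limma version are not given in the sources used here. The log2 unit was checked from the range and quartiles of each array, and the values were used without further normalization.

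Of 41345 probe sets, 23521 name 1 gene, 1814 name several and 16010 name none in the probe table of the platform. For each gene the probe set naming it alone with the highest mean over the 30 arrays was used (1082 genes have more than 1), which left 22180 genes. Of the symbols, 23328 were found in the RefSeq table and 0 changed. Spp1 has no probe set of its own and was not analysed here, another gene that the paper names is not reported here, and the arms of microRNA hairpins were not told apart. Histology, hydroxyproline, survival and quantitative PCR data were not used here.

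Each group mean was fitted over all 30 arrays in limma 3.58.1 (R 4.3.3), with a moderated spread shared by all groups and Benjamini-Hochberg adjustment over all genes for each comparison. A call is an adjusted p under 0.05, and calls with an absolute log2 fold change above 1 (0.5 for microRNA genes), the threshold in the paper's legends, are counted beside it. Fold changes are log2 differences of group means with their standard errors. Old and young WT, old and young Zmpste24 deficient, and injured old Zmpste24 deficient and old WT lungs were compared as in the paper. Further comparisons were each group's bleomycin effect and the differences between such effects and between both effects of age. For 47 gene lists written in advance, camera (inter-gene correlation 0.01) compared each list with the other genes, and its p-values were adjusted over the 47 lists of a comparison. Camera with an estimated correlation and fry were the alternatives. A gene counts as risen or fallen over all genes, and also when adjusted over the list alone. Levels per array were read from the deposited values.

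Genes were named by a rule set in advance: every gene the paper names, Zmpste24, the 8 highest and 8 lowest called genes whose arrays do not overlap (5 and 5 for comparisons the paper does not report), and up to 4 genes per list. Values in the paper's tables had been seen before. Genes named outside this rule are said to have been chosen after their values were seen.

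The precision is set by 3 arrays per group. Within a group the median absolute difference between a pair of arrays was 0.107 to 0.457 (log2, median 0.16 over 30 pairs), and between the sets it was 0.116 to 0.526 (median 0.226 over 225 pairs). The fit was tested on simulated data with the real means and spreads, in which 50 genes each were changed by 0.5, 1, 2 and 3 (log2). It called 13, 43, 50 and 50 of them, and 9 of 21980 unchanged genes. Camera called a list of 20 raised genes and did not call an unchanged list. The simulated noise was independent between genes, so this does not test camera on lists whose genes move together.

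Alternatives were quantile normalization, centring on array medians, a filter on dim genes (mean log2 under 5.2, which keeps 16635 genes), the mean of a gene's probe sets, every probe set tested without a choice per gene, a trended and robust variance, array weights, other thresholds, fits of only the groups compared, replicate number as a block, each array left out in turn, other young control groups, and set as a term or a random block (consensus correlation -0.0105). Covariates for Xist and for squamous epithelium genes, and a control of 1 young Zmpste24 deficient array without squamous RNA, were chosen after seeing the data. Other splits of the arrays were counted, all 10 where 3 arrays are set against 3 and 100 drawn ones (seed 7) for differences of effects. For the overlap, all 100 pairs of a WT and a Zmpste24 deficient split were counted. Tables were handled in python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures drawn in matplotlib 3.10.9. No array was left out.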

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

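The tests of explanations and the covariates in this part were chosen only after their results were seen, apart from that on the time of day. Counts over other splits were planned as well, but the limit for reading them was written afterwards.

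Among the 6 young Zmpste24 deficient saline arrays, set 1 replicate 1 stood apart in the mean of 5 gene lists out of 48 values tested. The gap to the nearest array, as a share of the whole range, was 0.643 for Wnt signaling, 0.694 for T cells, 0.778 for cardiac muscle, 0.884 for skeletal muscle and 0.87 for squamous epithelium (all above the limit for 6 arrays). Chance alone does this in about 1 of 20 groups, and these lists share the array. That array had the lowest mean of the 6 in Wnt, cardiac, skeletal and squamous genes (7.19, 7.43, 5.62 and 5.27) and the highest in T-cell genes (7.37).

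Effects differed between groups in a test of the difference itself. For aging, Zmpste24 deficient minus WT, 1261 genes were called. Of 100 drawn splits of the arrays, the real one included, 4 called as many or more (highest other split 2041). That share is under 0.05, but splits that call more than the real one point to a structure of the samples. Chance is therefore not called excluded. The values of this count without single arrays are 543 to 807 (without young WT replicate 2 or 3, old WT replicate 1, 2 or 3, or the array labelled young Zmpste24 deficient replicate 2, with Zmpste24 near the WT level) and 2595 (without old Zmpste24 deficient replicate 1). Chance is not called excluded for it. Nor is it for the bleomycin effect in old Zmpste24 deficient minus old WT lungs. There 309 genes were called, a count that 4 of 100 splits reached, the real one included (highest other split 476). That count is 104 to 200 without any 1 of the injured old Zmpste24 deficient or old WT saline arrays or without old WT bleomycin replicate 2 or 3, 309 without the latter's replicate 1, and 829 and 1122 without old Zmpste24 deficient saline replicate 2 or 1. Against the 16-week WT effect 969 genes differed, and none of the other drawn splits called as many. The highest of them called 940, close to the real count, and not every possible split was drawn. Chance is therefore not called excluded here either. The count of 969 is 530 to 626 without 16-week WT bleomycin or saline replicate 1 or any 1 of the injured old Zmpste24 deficient arrays. It is 1466 and 1588 without old Zmpste24 deficient saline replicate 1 or 2, and 494 with Xist as a covariate. Against the young Zmpste24 deficient effect 377 genes differed, and chance is not excluded over 100 splits. The highest other split called 1857, several times the real count, which points to a structure of the samples. Here the values are 190 to 239 without young bleomycin replicate 1 or 2, young saline replicate 1 or injured old replicate 1 or 2, 640 without old saline replicate 2, and 27 with the squamous gene mean as a covariate.

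Bleomycin compared with saline called 223 genes in old WT, 2350 in old Zmpste24 deficient, 1049 in young Zmpste24 deficient and 160 in 16-week WT lungs. With 3 arrays against 3 the splits are too few for a share under 0.05, and the highest of the others called 0, 1, 0 and 0. The count for old WT is 63 to 108 without bleomycin replicate 2 or 3 or any 1 of the saline arrays. In old Zmpste24 deficient lungs it is 1185 and 1204 without bleomycin replicate 3 or 2, and 3634 and 3746 without saline replicate 1 or 2. For young Zmpste24 deficient lungs 597 and 604 were called without the arrays labelled saline replicate 3 or 2, which both have Zmpste24 near the WT level. Without bleomycin replicate 1 the count was 607. It was 26 with the squamous gene mean as a covariate. The saline arrays of that group hold squamous RNA and the bleomycin arrays do not, so this covariate runs with the treatment and lowers the power. For 16-week WT lungs 27, 29, 52 and 85 were called without saline replicate 1, bleomycin replicate 1 or 3, or saline replicate 2.

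Old WT lungs given saline held injury genes at the level of injured lungs. The 68 genes called higher after bleomycin in both 16-week WT and young Zmpste24 deficient lungs, a list taken from these arrays, were all higher in old than in young WT saline lungs, with a median of 1.32, while bleomycin moved them by -0.12 in old WT lungs. An exchange of labels between old WT saline and bleomycin arrays would not by itself explain these levels. The arrays labelled bleomycin stood 1.26 above young WT (quartiles 0.87 and 1.74) as well. The genes were chosen partly against the 16-week WT saline arrays, which may hold the same lungs as the young WT saline arrays. Part of the 1.32 and of the 1.26 may thus come from that choice. Since the old WT saline and old WT bleomycin arrays both lay high, this cannot tell whether their labels were exchanged. Both WT saline groups lie in set 2, so a difference between the sets is not at issue. The paper's hydroxyproline values run as the labels say, higher in old than in young WT lungs and higher again after bleomycin, and do not test the labels of the arrays. Age, another illness or exposure of these mice and wrong labels, within this pair of groups or from outside it, stay open and were not tested further.

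Collagen genes were lower in old than in young Zmpste24 deficient lungs, where most young arrays hold squamous and skeletal muscle RNA. Against the young array without it, the squamous genes had a median of -0.22. That array was chosen for its low squamous RNA, so this small fall follows from the choice and tests nothing. Tissue from outside the lung stays a possible explanation for the fall of the squamous genes. Against the same array the collagens had -0.28 (quartiles -0.54 and -0.02), against -0.66 with all 3. This array thus keeps part of the fall, and the attached tissue may account for the rest, which 1 array cannot settle. Without old replicate 3, the array with the lowest correlation to the others, they had -0.62 (quartiles -0.82 and -0.23) with the camera call kept, so its quality does not account for most of the fall. A part in it stays open, as 3 collagens in place of 7 were called without it and the upper quartile lies above the limit of -0.25 used for this test. Age stays open as well.

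Glucocorticoid-induced genes were higher in injured old Zmpste24 deficient lungs than in old WT lungs. A difference between the sets is argued against, because within set 1, against 16-week WT lungs, their median was 1.26 (quartiles 0.82 and 2.11). Of these WT arrays 2 of 3 hold high Xist (10.52 and 10.33) and the old Zmpste24 deficient arrays do not (4.26 to 4.47), and with Xist as a covariate the median was 1.19 (quartiles 0.84 and 1.98). The time of day of sampling cannot be told apart from genotype: the clock genes of opposite phase moved apart by 0.30 (within 2 standard errors, -0.01 to 0.62), a range that holds both no shift and the shift of 0.5 set as the limit in advance. Stress or weight loss of the mice may also raise these genes and was not tested.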

How the results depend on the processing

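The covariates for Xist and squamous genes, the control of 1 array without squamous RNA and the lists without single arrays were chosen only after the data were seen. The plan to transform linear values was not run, since the values are log2 already. The cause was not tested for any change below unless stated.

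Counts of called genes stayed within 1.5 times under centring on medians, the mean of probe sets and the trended variance for all 11 comparisons. Stricter thresholds lower a count by construction. With the added fold threshold of 1, the count of 1802 for old versus young WT was 416, that of 407 for Zmpste24 deficient aging 148, that of 1261 for the difference of these 631, that of 3118 for injured old Zmpste24 deficient versus old WT lungs 493, and those for bleomycin in old WT (223), old Zmpste24 deficient (2350), young Zmpste24 deficient (1049) and 16-week WT lungs (160) were 78, 297, 335 and 70. The differences of bleomycin effects from old WT (309) and 16-week WT (969) gave 169 and 442. With an unadjusted p and that fold, they were 445 and 210 for aging, 517 for the injured lungs, 124, 329 and 357 for bleomycin in old WT, old and young Zmpste24 deficient lungs, and 621 for the difference from 16-week WT.

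Array weights gave 4821 and 250 for WT and Zmpste24 deficient aging, 5672 for the injured lungs, 1337, 1070, 4925 and 389 for bleomycin in old WT, old and young Zmpste24 deficient and 16-week WT lungs, and 696 for the difference of bleomycin effects from young Zmpste24 deficient lungs (377). Fitting only the groups compared, which leaves fewer arrays for the spread, gave 17 for Zmpste24 deficient aging, 338 for the difference of aging effects, 123 and 49 for bleomycin in old Zmpste24 deficient and 16-week WT lungs, and 66 and 155 for the differences from old WT and 16-week WT. Quantile normalization gave 259 for bleomycin in 16-week WT and 499 for the difference from old WT, and testing every probe set gave 75 for the former.

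Replicate numbers do not pair the arrays, since correlations between arrays of the same number were not all over 0.1. Old and young Zmpste24 deficient saline arrays give a hint of pairing, with 5 of 6 arrays best correlated with their own number. As a block the numbers gave 88 for Zmpste24 deficient aging, 360 for the difference of aging effects, 14, 159 and 32 for bleomycin in old WT, old Zmpste24 deficient and 16-week WT lungs, 37, 88 and 197 for the differences of bleomycin effects from old WT, 16-week WT and young Zmpste24 deficient lungs, and 68 for microRNA genes (40). The counts for WT aging, the injured lungs and bleomycin in young Zmpste24 deficient lungs stayed within 1.5 times.

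With the young arrays of set 2 or all 6 young arrays, Zmpste24 deficient aging gave 1634 and 1608, and bleomycin in young Zmpste24 deficient lungs gave 1646 with all 6. If a lung lies in both sets, the fits with all 6 count it more than once. With the squamous covariate Zmpste24 deficient aging gave 7, the difference of aging effects 299, bleomycin in young Zmpste24 deficient lungs 26 and the difference of bleomycin effects from these 27. Against the single array without squamous RNA 6 genes were called, where fewer arrays lower the power by construction. The Xist covariate gave 494 for the difference from 16-week WT. For the injured lungs set as a term, estimated from young Zmpste24 deficient arrays, gave 755, and from these and the WT arrays titled young 1513. The microRNA count was 7 with set as a term, 26 without dim genes and 68 with an unadjusted p and a fold above 0.5. The overlap of 18 genes was 72 with the adjusted p alone, 29 with an unadjusted p, 31 with the young arrays of set 2 and 0 against the single array without squamous RNA. Of 47 lists, camera called 21 in the injured lungs, and 0 with an estimated correlation, while fry called 21, the fit with set 26 and that without dim genes 21.

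Without single arrays the counts ran from 932 to 1732 for WT aging, 110 to 1350 for Zmpste24 deficient aging, 543 to 2595 for their difference, 1952 to 2771 for the injured lungs, 21 to 47 for their microRNA genes, 63 to 305, 1185 to 3746, 597 to 818 and 27 to 233 for bleomycin in old WT, old and young Zmpste24 deficient and 16-week WT lungs, and 104 to 1122, 530 to 1588 and 190 to 640 for the differences from old WT, 16-week WT and young Zmpste24 deficient lungs. The lowest and highest for WT aging are those without young WT replicate 2 and 1, and for Zmpste24 deficient aging those without the array labelled young replicate 2 and old replicate 2. Each of these fits keeps 2 or more arrays per group. Against the single young array the spread is that of the other groups, which that array is assumed to share.

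Of 2757 values of named genes under an alternative, 2574 kept their direction and their side of the threshold, 176 lost the call, 2 gained one (Mir29a in the injured lungs, with array weights, 0.90, and with the block) and 5 reversed. With the squamous covariate Krt13 (0.0111) and Myh1 (0.33) no longer fell with age in Zmpste24 deficient lungs, and 26 of 33 values under it lost a call. The covariate is the mean of squamous genes, so such genes lose their change under it by construction. It also runs close to the groups compared, which lowers the power, so these losses do not test a cause. In the injured lungs Mir29b-1 had -0.18 with set estimated from young Zmpste24 deficient and WT arrays, and Smad3, not called, had -0.0338 without old WT replicate 3 (0.27 without replicate 1) and -0.0557 against 16-week WT lungs.

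Of 390 list results under an alternative, 300 kept direction and call, 76 lost the call (53 of 86 with an estimated correlation), 4 gained one and 10 reversed. In Zmpste24 deficient aging without old replicate 3, the medians became 0.00142 for endothelial genes, 0.13 for metalloproteinases and inhibitors, 0.11 for p53 targets and 0.0108 for the unfolded protein response, and that of p53 targets was 0.0345 against the single array without squamous RNA. For the injured lungs, that of ECM glycoproteins became 0.11 with set as a term and 0.13 without old WT replicate 1, that of neutrophil genes 0.0173 without dim genes, and those of skeletal muscle and squamous genes 0.67 and 0.63 with set as a term.

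The number of arrays limits all comparisons: the simulated change of 0.5 was called in 13 of 50 genes.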

Differences from the paper's values

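The Xist covariate named here was chosen after the values were seen. So were the other probe sets given for single genes: for each of the genes in the tables whose value differs, all probe sets naming it were searched, and the one closest to the paper's value is given where it comes near, so these values are selected for agreement.

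At an adjusted p under 0.05 and an absolute log2 fold change above 1, the paper's count for old versus young Zmpste24 deficient lungs is 224, and 148 genes were found here. Of the alternatives set before the data were examined, quantile normalization (167), every probe set tested (241), an unadjusted p (210), the young arrays of set 2 (313), all 6 young arrays (232), and leaving out old replicate 1 (288) or 2 (275) or young replicate 1 (246) came within 1.5 times of it, and the others did not. So did the Xist covariate (152), chosen after the values were seen, under which 8 of the 67 genes of Table S2 measured here do not pass, as without it.

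For injured old Zmpste24 deficient against old WT lungs the paper's counts are 1165 genes, 627 higher and 538 lower, and 493, 156 and 337 were found here. Testing every probe set, with no choice per gene, gave 1134, 612 and 522. For the lower genes, leaving out Zmpste24 deficient replicate 3 (360) or WT replicate 1 (383), or 16-week WT in place of old WT lungs (396), also came within 1.5 times. No other alternative did. The paper's count of microRNA genes lower in Zmpste24 deficient lungs at a fold threshold of 0.5 is 20, and 13 were found here. An unadjusted p with that fold (28), the replicate block (24), and leaving out Zmpste24 deficient replicate 1 (14) or WT replicate 3 (21) came within 1.5 times, and the others did not.

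Log fold changes of the paper's supplementary tables lay within the error of those here for all but 1 of 86 symbols in Table S1, 5 of 67 in Table S2, 8 of 254 in Table S4 and 0 of 26 in Table S5. For old versus young WT, the paper's value for Rmdn2 is -1.4 and that here -0.54. The mean of its probe sets (-0.95) and leaving out young replicate 2 (-0.85) came within the error, the other alternatives did not, and another probe set of the gene gave -1.35.

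For old versus young Zmpste24 deficient lungs, the paper's value for Asb2 is 4.9 and that here 0.0298, for Fancd2os the paper's 4 and here 0.16, for Tnpo3 the paper's 3.6 and here -0.13, for Trav12-2 the paper's 1.6 and here 0.58, and for Myh8 the paper's -1.5 and here -0.0842. No alternative came within the error for any of these 5 genes, while another probe set of Myh8 gave -1.54.

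For the injured lungs, the paper's value for Bex4 is 2.12 and that here 1.41, for Sumo3 the paper's 1.18 and here -0.17, for Neat1 the paper's 1.16 and here 0.11, for Tnpo3 the paper's -4.01 and here -0.00396, for Fancd2os the paper's -2.62 and here -0.00671, for Trav14d-3-dv8 the paper's -1.63 and here -0.66, and for Trav7-4 the paper's -1.63 and here -0.13, and no alternative came within the error for these. Other probe sets gave 2.12 for Bex4 and 1.18 for Sumo3. The paper's value for Bcl2a1a is -1.95 and that here -1.25. Leaving out Zmpste24 deficient replicate 3 (-1.49) or WT replicate 1 (-1.52) came within the error and the other alternatives did not, while a probe set naming 3 genes gave -1.95.

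The paper names members of the miR-29 family as higher in injured Zmpste24 deficient lungs, and also measured mature miR-29a and miR-29b by quantitative PCR. The arrays measure the microRNA genes, with dim signals (mean log2 value 3.68 for Mir29a and 2.7 for Mir29b-1). They do not test the PCR result. Here Mir29a had 0.83 (standard error 0.35, adjusted p = 0.122) and Mir29b-1 0.40 (standard error 0.21, adjusted p = 0.214), and neither was called. Mir29a was called with array weights and with the replicate block. The paper lists cell senescence among the pathways of old against young Zmpste24 deficient lungs, and the unfolded protein response among those of the genes shared by both kinds of aging. Of the lists used here, 0 of 19 p53 and senescence genes and 0 of 17 genes of the unfolded protein response were called by limma in Zmpste24 deficient aging, with 3 and 1 at an unadjusted p of 0.05, and fry called neither list. With all 6 young arrays 2 p53 and senescence genes fell and 0 of the other list passed, and the fry test for changes in both directions then called the former list (adjusted p = 0.0139), as it did not with the arrays of set 1 (0.165). In WT aging 8 and 1 of them rose. None of the 18 shared genes here belongs to the list of the unfolded protein response.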

Other observations

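Bleomycin raised neutrophil genes in old lungs of both genotypes and macrophage genes in 16-week WT lungs, and both lists rose in young Zmpste24 deficient lungs, where attached tissue differs as well. Of 14 neutrophil genes, 10 rose and 1 fell in old WT lungs over 3 arrays per group, with a median of 1.24, and 13 rose and 0 fell in old Zmpste24 deficient lungs, with a median of 1.51 (camera adjusted p = 6.54e-20 and 3.52e-17, with an estimated correlation 0.00301 and 0.00664). In young Zmpste24 deficient lungs 9 rose and 0 fell, with a median of 1.14 (camera adjusted p = 1.53e-14, 0.014 with an estimated correlation), and in 16-week WT lungs 1 rose and 0 fell, with a median of 0.20. Stfa2l1, a protease inhibitor of neutrophils, rose by 2.14 (standard error 0.30) in old WT and 3.42 (standard error 0.30) in old Zmpste24 deficient lungs. In old WT lungs 12 of 23 interferon-induced genes fell and 0 rose, with a median of -0.84 (camera adjusted p = 4.19e-35, 0.00301 with an estimated correlation), among them Irf7 at -1.78 (standard error 0.18). In old Zmpste24 deficient lungs all 15 of 15 genes of antigen presentation fell, with a median of -0.90, and so did 11 of 12 B and plasma cell genes, with H2-Ab1 at -2.35 (standard error 0.19) and the chemokine Cxcl9 at -2.65 (standard error 0.38). There 14 of 18 glucocorticoid-induced genes rose (median 1.00), with Tat at 2.40 (standard error 0.31), and 10 of 19 p53 and senescence genes rose (median 0.51), with Trp53inp1, a p53 target of autophagy and cell death, at 1.42 (standard error 0.16), and without saline replicate 3 these numbers were 9 and 6. Of 19 macrophage genes 12 rose in young Zmpste24 deficient lungs and 9 in 16-week WT lungs, with medians of 1.21 and 1.01 (camera adjusted p = 2e-24 and 1.03e-30, with an estimated correlation 0.0161 and 0.0194), and Gpnmb rose by 3.26 (standard error 0.25) and 2.78 (standard error 0.25). The young Zmpste24 deficient saline arrays of this comparison hold squamous RNA (list means 7.88 to 8.05) that the bleomycin arrays lack (5.04 to 5.21). Those labelled replicates 2 and 3 also have Zmpste24 near the WT level (7.60 and 7.93). With the squamous gene mean as a covariate, chosen after seeing the data and resting largely on the 1 young array without this RNA, 1 neutrophil gene and 3 macrophage genes rose there (medians 0.35 and 1.26, camera adjusted p = 0.00403 and 1.34e-16, 0.278 and 0.124 with an estimated correlation). In old WT lungs 0 macrophage genes rose and 2 fell, and in old Zmpste24 deficient lungs 1 rose and 2 fell.

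Collagen RNA did not rise after bleomycin in old lungs of either genotype, while the paper reports more hydroxyproline in old WT lungs after bleomycin. The old WT saline lungs already had a collagen list mean of 8.07 to 8.14 (log2), against 7.79 to 8.44 in 16-week WT lungs after bleomycin. A contrast with these saline lungs can therefore hide a response of old WT lungs, also in the differences between genotypes below. In old WT lungs 4 of 20 fell and 0 rose (median -0.37, camera adjusted p = 2e-12, 0.162 with an estimated correlation), and without bleomycin replicate 1, which stood apart in Col1a1, 7 fell (median -0.56, 0.0498 with an estimated correlation). In old Zmpste24 deficient lungs 2 fell and 0 rose (median -0.29, camera adjusted p = 0.000377, 0.581 with an estimated correlation). In 16-week WT lungs 0 of 20 passed by limma, while 11 were higher at an unadjusted p of 0.05 (8 when adjusted over the list alone), with a median of 0.54 (camera adjusted p = 1.05e-10, 0.15 with an estimated correlation, 0.0626 from fry), and 4 of 16 metalloproteinases and inhibitors rose, with Mmp19 at 1.79 (standard error 0.22). The bleomycin effect on the 20 collagens was not shown, with all arrays, to differ between old Zmpste24 deficient and old WT lungs by a test of the difference (limma 0 called, 3 higher and 0 lower at an unadjusted p of 0.05, median 0.07, camera adjusted p = 0.26, fry 0.774), where Mmp12 had -0.88 and Col1a1 0.53, neither called. Without old WT bleomycin replicate 1 2 collagens were called higher and 0 lower in this difference, and camera called the list (median 0.25, adjusted p = 0.000836), while camera with an estimated correlation (adjusted p = 0.457) and fry (0.219) did not. The p53 and senescence genes had 6 higher and 0 lower of 19 in this difference (median 0.74, camera adjusted p = 6.92e-10, 0.0201 with an estimated correlation), and H2-Ab1 had -1.90 (standard error 0.26). Against 16-week WT lungs, of the same set but with an age label in doubt, the effect on old Zmpste24 deficient lungs was lower for 6 of 20 collagens (median -0.86), 18 of 23 cell cycle genes (median -1.23) and 10 of 19 macrophage genes (median -1.07), with Col3a1 at -2.02 (standard error 0.40) and Mmp12 at -4.10 (standard error 0.55). Of the 16-week WT arrays, 2 of 3 after bleomycin hold high Xist (10.52 and 10.33) and none after saline does (4.2 to 4.8), so their bleomycin effect is mixed with Xist. With Xist as a covariate, chosen after seeing the data, 4 collagens, 12 cell cycle genes and 8 macrophage genes were lower (medians -0.82, -1.21 and -1.28), and 494 genes in place of 969 differed.

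Counts over other splits of the arrays were planned, and the readings of single genes below were chosen only after their values were seen. For 3 arrays against 3 the splits are too few for a share under 0.05. Real counts and the highest of the others were 1802 and 0 for old versus young WT, 3118 and 0 for injured old Zmpste24 deficient versus old WT lungs (40 and 0 for microRNA genes), 3515 and 0 for injured old Zmpste24 deficient versus 16-week WT lungs and 639 and 0 for young Zmpste24 deficient versus young WT saline lungs. For old versus young Zmpste24 deficient lungs they were 407 and 507. For old Zmpste24 deficient versus 16-week WT saline lungs they were 2 and 561, and for the sets in young Zmpste24 deficient lungs 1 and 36, so other splits call several times the real count, which points to a structure of the samples. For the overlap of 18 genes, each of the 10 splits of the WT arrays was paired with each of the 10 of the Zmpste24 deficient arrays. Of these 100 pairs the highest other overlap was 9. Since no other split of the WT arrays called a gene, most pairs give 0 by construction, and chance cannot be judged from them.

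Mid1 rose by 3.17 (standard error 0.19) and Erdr1 by 2.00 (standard error 0.25) in old WT lungs after bleomycin. Both genes lie at the pseudoautosomal end of the X chromosome, and all 3 of these arrays hold them above every other group (Erdr1 12.13 on average against 9.57 to 10.39). They were not the only such genes, as Nnt stood at 8.21 to 8.34 in these arrays and at 7.47 to 7.97 on average in the other groups. Across 22180 genes, which are not independent replicates, the bleomycin effect in 16-week WT lungs had a Pearson r of 0.472 with the age effect in WT lungs, -0.158 with the bleomycin effect in old WT lungs and 0.0173 with that in old Zmpste24 deficient lungs, pairs that share no array. The saline controls of the first pair may hold the same lungs, since some of their arrays match closely (r = 0.986 and 0.987). A shared control alone would give a positive r, so 0.472 does not show that these effects are alike. Young Zmpste24 deficient versus young WT saline lungs, in set 2, differed in 639 genes, 295 higher and 344 lower, with Zmpste24 itself at -1.10 and not called, since the arrays labelled replicates 2 and 3 lie near the WT level. All 3 Zmpste24 deficient arrays here hold squamous and skeletal muscle RNA (list means 7.88 to 8.05 and 7.67 to 7.75) that the WT arrays lack (4.98 to 5.03 and 5.58 to 5.69), so attached tissue moves with this difference.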
